# ADAR1 mediated regulation of neural crest derived melanocytes and Schwann cell development

**DOI:** 10.1038/s41467-019-14090-5

**Published:** 2020-01-10

**Authors:** Nadjet Gacem, Anthula Kavo, Lisa Zerad, Laurence Richard, Stephane Mathis, Raj P. Kapur, Melanie Parisot, Jeanne Amiel, Sylvie Dufour, Pierre de la Grange, Veronique Pingault, Jean Michel Vallat, Nadege Bondurand

**Keywords:** Developmental biology, RNA editing

## Abstract

The neural crest gives rise to numerous cell types, dysfunction of which contributes to many disorders. Here, we report that adenosine deaminase acting on RNA (ADAR1), responsible for adenosine-to-inosine editing of RNA, is required for regulating the development of two neural crest derivatives: melanocytes and Schwann cells. Neural crest specific conditional deletion of *Adar1* in mice leads to global depigmentation and absence of myelin from peripheral nerves, resulting from alterations in melanocyte survival and differentiation of Schwann cells, respectively. Upregulation of interferon stimulated genes precedes these defects, which are associated with the triggering of a signature resembling response to injury in peripheral nerves. Simultaneous extinction of MDA5, a key sensor of unedited RNA, rescues both melanocytes and myelin defects in vitro, suggesting that ADAR1 safeguards neural crest derivatives from aberrant MDA5-mediated interferon production. We thus extend the landscape of ADAR1 function to the fields of neural crest development and disease.

## Abstract (web summary)

ADAR1 is an RNA editing protein known to regulate immune responses to dsRNA that has been connected to neural crest cell function. Here, the authors show RNA editing by ADAR1 is important for the normal development of neural crest derived melanocytes and Schwann cells.

## Introduction

Adenosine-to-inosine (A-to-I) RNA editing is a well-known contributor of transcriptomic and, to a lesser extent, proteomic diversity^1^. Because the resulting inosines are subsequently read as guanosines, this post-transcriptional modification can indeed affect protein function, splicing, RNA stability, transcriptional regulation and miRNA processing^2,3^. A-to-I editing is catalyzed by enzymes of the ADAR family (adenosine deaminase acting on double stranded (ds)RNA; ADAR1-3)^4,5^. Available data suggest that *Adar2* is mainly expressed in brain and is the primary editor of nonrepetitive coding sites^6^. In contrast, ADAR1 has been shown to be the primary editor of repeat elements (Alu and SINES) in noncoding sequences^1^.

*Adar1* is widely expressed and is the most highly expressed ADAR outside the central nervous system^1,4,5,7^. In mice, *Adar1* deletion is lethal between embryonic days (E)11.5 and 13.5, due to fetal liver disintegration^8^. Hematopoietic progenitors depend on *Adar1* for their survival and maturation^8,9^. Transcriptional profiling of these cell types has highlighted the activation of interferon (IFN) along with a large number of interferon-stimulated genes (ISGs) upon *Adar1* deletion^10,11^. The embryonic lethality of *Adar1* mutants is rescued upon concomitant deletion of either *Ifih1* or *Mavs*, encoding the cytosolic dsRNA sensor MDA5 (melanoma differentiation-associated protein 5) and MAVS (mitochondrial antiviral-signaling protein), respectively^10–12^. Overall, these data suggest that the key in vivo function of ADAR1 is to mark, via editing, endogenous dsRNAs as self and prevent their immune recognition by MDA5, safeguarding cells from unwanted MDA5-mediated IFN production and ISGs expression in a cell-type-specific manner. However, an MDA5-MAVS-independent function for ADAR1 is described in the development of multiple organs^11^.

In humans, mutations of *ADAR1* are responsible for Aicardi-Goutières Syndrome (AGS, OMIM: 615010^13–15^), an inflammatory encephalopathy also referred to as a type 1 interferonopathy, and Dyschromatosis Symmetrica Hereditaria (DSH, OMIM: 127400^16–18^), characterized by hypo- and hyperpigmentation macules on the extremities that appear in infancy. Skin pigmentation defects suggest that ADAR1 is important for melanocytes, at least after birth^18,19^.

Melanocytes, specialized skin cells that produce the melanin, are one of the numerous cell types that originate from a transient embryonic structure called neural crest (NC)^20–22^. Upon neural tube closure, NC-derived cells migrate throughout the embryo, and differentiate into melanocytes (mostly found in epidermis and hair follicle)^20,22^, but also into cells contributing to septation of the cardiac outflow tract and ventricles, skeletal and connective tissue components of the head, and most neurons and glia of the peripheral nervous system (PNS) including the enteric nervous system and myelin producing-Schwann cells (SCs)^23,24^. Along nerves, SCs precursors develop into immature SCs, then into promyelinating SCs, which establish a one-to-one relationship with large caliber axons, before finally transforming into myelin-forming mature SCs within the first two postnatal weeks in mice^24–26^.

The coordinated action of signal transduction cascades, transcription factors and miRNA regulation converge to control the various steps of the development of melanocytes and SCs^22,26–30^. To explore the involvement of RNA editing in the development of NC cells, we generated mouse lines with NC-cell-specific deletion of *Adar1*. The mutants show depigmentation and absence of myelin within the peripheral nerves. Presented analyses suggest that ADAR1 safeguards both melanocytes and SCs from unwanted activation of ISGs and subsequent cell survival and differentiation alterations, respectively. Our results thus extend the landscape of the functional roles of this enzyme and A-to-I RNA editing to the fields of NC development and NC-linked disorders.

## Results

### Depigmentation and early lethality upon NC deletion of *Adar1*

We studied the requirement of A-to-I RNA editing in NC cells in vivo by breeding mice harboring a floxed (fl) *Adar1* allele with mice expressing Cre recombinase driven by the human tissue plasminogen (HtPA) promoter, triggering ablation of the floxed alleles in NC cells from E9^31^. A YFP tracer (R26R) was also incorporated to specifically mark NC cells and their derivatives^32^ (crosses in Fig. 1a and Methods). At birth (P0), the heterozygous as well as the *HtPA-Cre; Adar1*^*fl/fl*^*;R26R* mutant animals (referred to as mutants) were present at the expected Mendelian ratio (Fig. 1b) and were not discernable from their wild-type counterparts macroscopically (similar size and weight, Fig. 1c). Four days later (postnatal day 4, P4), the surviving mutants showed a significant reduction in body weight and almost total lack of pigmentation (Fig. 1c). From P4 onwards, mutants additionally developed tremors, were largely unresponsive to stimuli, runted, whereas heterozygotes were still indiscernible from the wild-types. All mutants died within the first 10 days of life (Fig. 1d). Overall, these data suggest alterations of melanocytes and the peripheral nervous system (tremors) upon homozygous *Adar1* deletion.

**Fig. 1:**
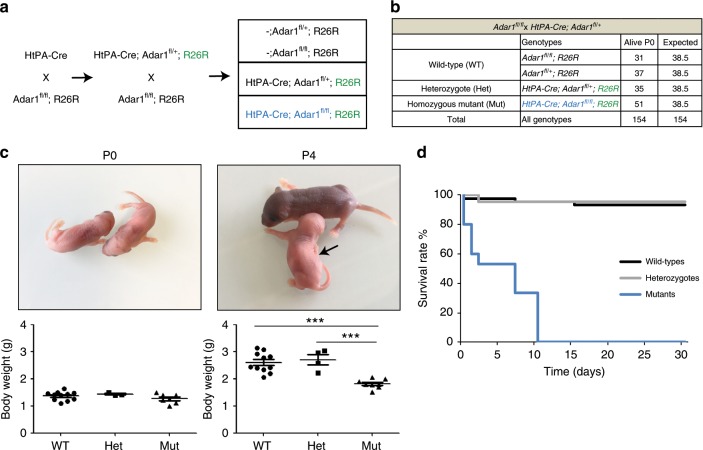
NC *Adar1* deletion leads to global depigmentation, tremor, and early lethality in mice. **a** Breeding strategy used to generate neural crest-specific *Adar1* conditional knockout mice making use of the HtPA-Cre line. YFP allele is indicated in green; mutant genotype in blue. **b** Genotypes distribution and viability analysis at birth (postnatal day 0, P0). The number of animals of each genotype was compared to the expected ones to analyze viability. **c** Photos and body weight graphs of wild-types (WT, *n* = 11 at each stage), heterozygotes (Het, *n* = 3 at P0 and *n* = 4 at P4) and homozygous mutants (Mut, *n* = 7 at each stage) mice at P0 and P4. Note the significant body weight reduction at P4 and the total depigmentation of mutant mice. Asterisks represent *p* value: ***p < 0.001 determined using one-way ANOVA. **d** Survival rate (%) of wild-types (black), heterozygotes (gray) and mutants (blue) over time (days). Note that all mutants died within the first 10 days of life.

### Absence of melanocytes in the skin of mutants after birth

To determine the origin of the absence of pigmentation, we first performed a thorough histological analysis of the skin of wild-type, heterozygous (both referred as controls), and homozygous mutant mice, at P4. No specific alterations were evidenced, apart from the almost total absence of melanin from hair follicles of the mutants (Fig. 2a). RT-qPCR experiments on RNA extracted from dissected skin of controls and mutants revealed downregulation of the expression of melanoblasts markers (such as *Sox10* and the melanocyte-specific isoform of *Mitf*) and melanocyte differentiation genes (*Dct, Trpm1*, and *Tyr*) in the mutants relative to controls (Fig. 2b). Use of the reporter R26R allele under the control of the Cre recombinase, to specifically mark NC cells and their derivatives on skin sections, additionally revealed a reduction of 96% in the percentage of hair follicles containing YFP-positive cells in mutants relative to controls (*HtPA-Cre; Adar1*^*fl/+*^) (Fig. 2c). In the very few mutant bulbs still containing YFP-positive cells, the number of these cells was also reduced although they produce melanin (Fig. 2d). Altogether, results suggest that lack of pigmentation upon *Adar1* conditional deletion results from the lack of melanocytes, rather than from the absence of pigment within viable melanocytes.

**Fig. 2:**
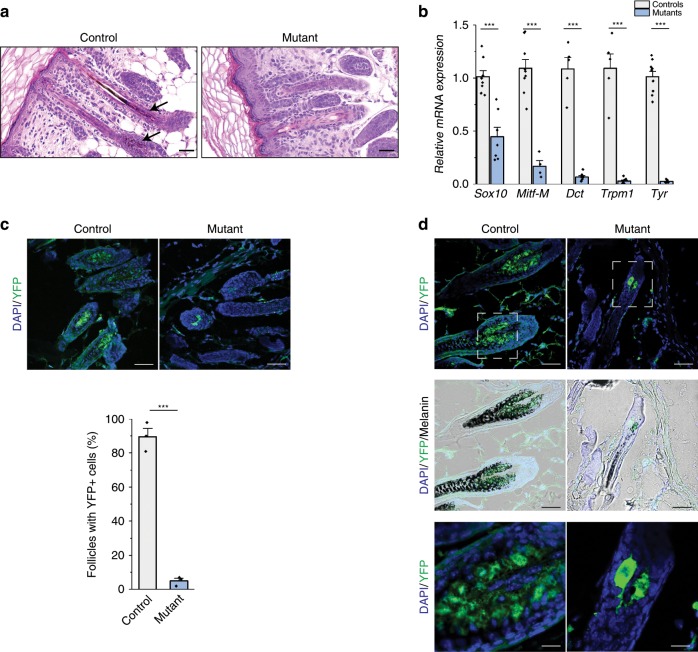
NC *Adar1* deletion leads to reduced number of melanocytes in the skin of mutants at P4. **a** Paraffin skin sections from control and *HtPA-Cre; Adar1*^*fl/fl*^ mutant mice stained with hematoxylin and eosin (H/E). Black arrowheads indicate presence of melanin in controls. Scale bar: 25 μm. **b** Relative expression level of melanocyte-expressed genes in skin of control (gray) and mutant (blue) mice (*n* = 5 or 8 controls and *n* = 4, 7 or 9 mutants depending on tested genes) analyzed by RT-qPCR. The relative abundance values of each amplicon were normalized to the internal control β-actin, and expression level of mutants and controls represented relative to controls. All data represent mean ± SEM, asterisks represent *p* value: ***p < 0.001 determined using *t* test. **c** Number (%) of follicles containing YFP-positive cells in the skin of control and mutant mice. Representative regions showing YFP (green) cells in follicles and quantification are presented in controls (gray) and mutants (blue). Statistical differences between the groups (*n* = 3 independent controls and mutants) were determined using *t* test (asterisks represent *p* value: ***p < 0.001). Scale bar: 50 μm. **d** Morphology and functionality of remaining YFP-positive cells (melanocytes) in follicles of control and mutant mice. Melanin synthesis (black) is shown on white light images. Bottom panels represent higher magnifications of upper panels (Scale bars: 50 and 15 μm, respectively). In (**c**) and (**d**) counterstaining with DAPI (blue) is shown to identify structures. Careful analysis of the few remaining YFP-positive cells in mutants skin showed them to be enlarged and able to produce melanin, suggesting that when still present, mutant melanocytes can retain at least part of their functionality. For (**b**) and (**c**), source data are provided as a source data file.

Based on these observations, we reanalyzed the *Adar1* mutant pups at birth. Although not detectable by gross examination, RT-qPCR experiments (Fig. 3a, first graph) showed a drastic reduction of melanocyte-expressed genes in mutants relative to controls, thus suggesting that the defect is already present.

**Fig. 3:**
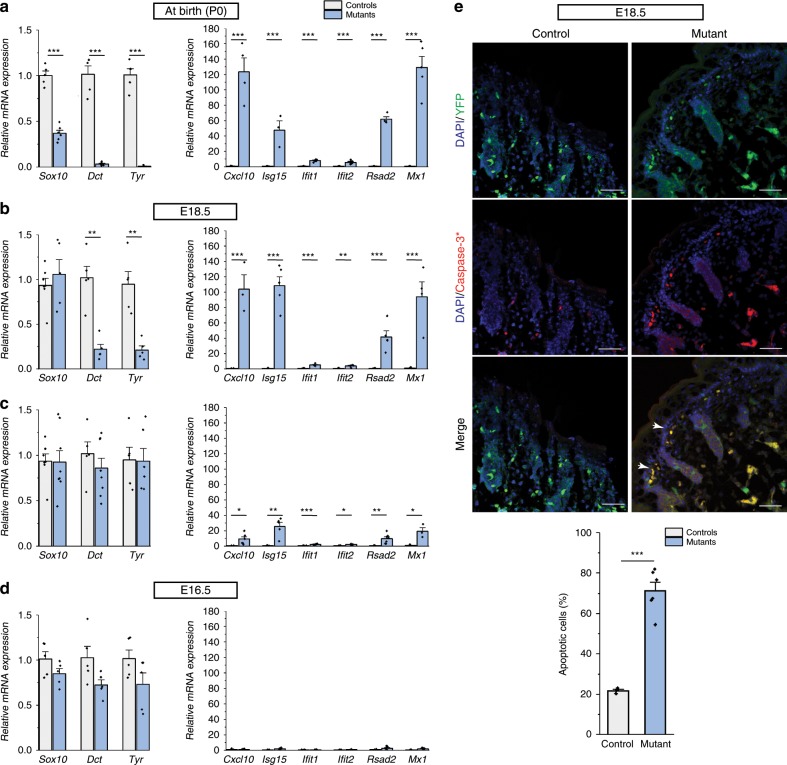
ADAR1 activity is required to control the survival of melanocytes from E18.5. **a**–**d** Analysis of the expression of melanocytes differentiation genes (*Sox10, Dct, Tyr*) and Interferon-stimulated genes (ISG signature composed of *Cxcl10, Isg15, Ifit1, Ifit2, Rsad2, Mx1*) in the skin of controls (gray) and *HtPA-Cre; Adar1*^*fl/fl*^ mutants (blue) at **a** P0, **b**, **c** E18.5 (note that we found mutant embryos of the two categories within the same litter) and **d** E16.5, by RT-qPCR. All data represent mean ± SEM. Statistical differences between the groups (for **a** *n* = 4 controls and *n* = 3–6 mutants depending on tested genes; for **b** *n* = 5 controls and *n* = 4 or 5 mutants depending on tested genes; for **c** *n* = 4 or 5 controls and *n* = 4–8 mutants depending on tested genes; for **d** *n* = 5 or 8 controls and *n* = 5 or 8 mutants depending on tested genes) were determined using *t* test (asterisks represent *p* values: *p < 0.05, **p < 0.01, ***p < 0.001). **e** YFP (green) and activated-caspase 3 (red) immunostaining on skin sections of control and *HtPA-Cre; Adar1*^*fl/fl*^ mutant mice at E18.5 (white arrowheads indicate apoptotic cells) and quantification of caspase-3-positive cells among YFP cells (%). Data represent mean ± SEM, and statistical differences between the groups (*n* = 3 controls, gray and *n* = 6 mutants, blue) was determined using *t* test (asterisks represent *p* value: ***p < 0.001). Counterstaining with DAPI (blue) is shown to identify structures. Scale bar: 50 μm. For all panels, source data are provided as a source data file.

We next decided to breed the *Adar1* model with mice expressing Cre recombinase driven by the *Wnt1*-promoter (triggering ablation in NC from E8.5^33^). In this model, all the homozygous *Adar1* mutant animals died within their first day of life for unknown reason. Nevertheless, RT-qPCR experiments and use of the YFP tracer showed alterations identical to the ones described above (Supplementary Fig. 1). Our data therefore collectively demonstrate that, irrespective of the Cre driver used, NC-specific deletion of *Adar1* leads to a global lack of pigmentation, resulting from a drastic reduction in the number of melanocytes.

### NC *Adar1* deletion alters survival of melanocytes from E18.5

To determine the timing and cellular origin of defects observed, we performed similar RT-qPCR experiments at two embryonic stages (E16.5 and 18.5) and at birth to compare the expression of three melanocytic markers (*Sox10*, *Dct, Tyr*) (Fig. 3a–d; first column), and six ISGs (*Cxcl10, Isg15, Ifit1, Ifit2, Rsad2*, and *Mx1*, Fig. 3a–d second column), a signature recently shown to be increased upon *Adar1* deletion in other tissues^11^. As previously mentioned, all the mutants showed marked downregulation of the expression of the three melanocytic genes tested at birth. This was concomitant to an elevated ISG signature relative to that of control littermates (Fig. 3a). At E18.5, half of the mutants showed downregulation of *Dct* and *Tyr* and strong upregulation of the ISG signature relative to controls (Fig. 3b). The others showed normal expression of *Sox10, Dct*, and *Tyr*, and a slight increase of ISGs (Fig. 3c). In contrast, there was no difference between the mutants and controls at E16.5 (Fig. 3d), a stage at which melanoblasts normally enter the developing hair follicle and start to differentiate^22^. Overall, these results suggest that the migration and differentiation of melanoblasts is not affected by *Adar1* deletion up to E16.5. The disappearance of melanocyte-expressed genes occurs at approximately E18.5 and is preceded by upregulation of the ISG signature, leading us to analyze melanocytes survival at this embryonic stage.

Immunohistochemistry experiments using GFP and activated-caspase 3 antibodies revealed a high number of apoptotic YFP-positive cells in the epidermis and, to a lesser extent, in the hair follicles in the skin of mutants compared to controls at E18.5 (stainings and quantification, Fig. 3e), suggesting that the global depigmentation observed is due to the rapid loss of melanocytes by cell death. Of note, the number of CD45-positive cells was similar in the skin of mutants and controls at E18.5 and P4, suggesting that activation of ISGs and apoptosis occurs without immune cell recruitment (Supplementary Fig. 2).

### NC *Adar1* deletion alters SCs differentiation from birth

Based on the unsteady gate and tremors observed in the mutant animals, we speculated that *Adar1* deletion may lead to the alteration of SCs development and/or myelin formation^24^. The sciatic nerves of mutants and controls were therefore analyzed, first at P4, by optical and electron microscopy (Fig. 4a–c). At the ultrastructural level, the control SCs had established a 1:1 relationship with axons and begun wrapping a myelin membrane along the axons, whereas the mutant ones failed to initiate myelination (Fig. 4b). Indeed, the axons of mutants were surrounded by cytoplasmic extensions of the SCs, showing no radial sorting alterations; but the SCs stalled at this promyelinating stage (no mesaxons, Fig. 4c). Quantifications confirmed a drastic decrease in the number of myelinated axon profiles per nerve section in mutants compared to controls, while the number of SCs and the axon diameters were similar (Fig. 4d). Both controls and mutants had Remak bundles, suggesting unaffected nonmyelinating SCs. Use of CD45 and (F4/80+CD11b+CD68) antibodies confirmed no, or rather limited, immune cells recruitment (Supplementary Fig. 3). Overall, these data suggest that *Adar1* mutant SCs stall at the promyelinating stage, without evidence of cell degeneration.

**Fig. 4:**
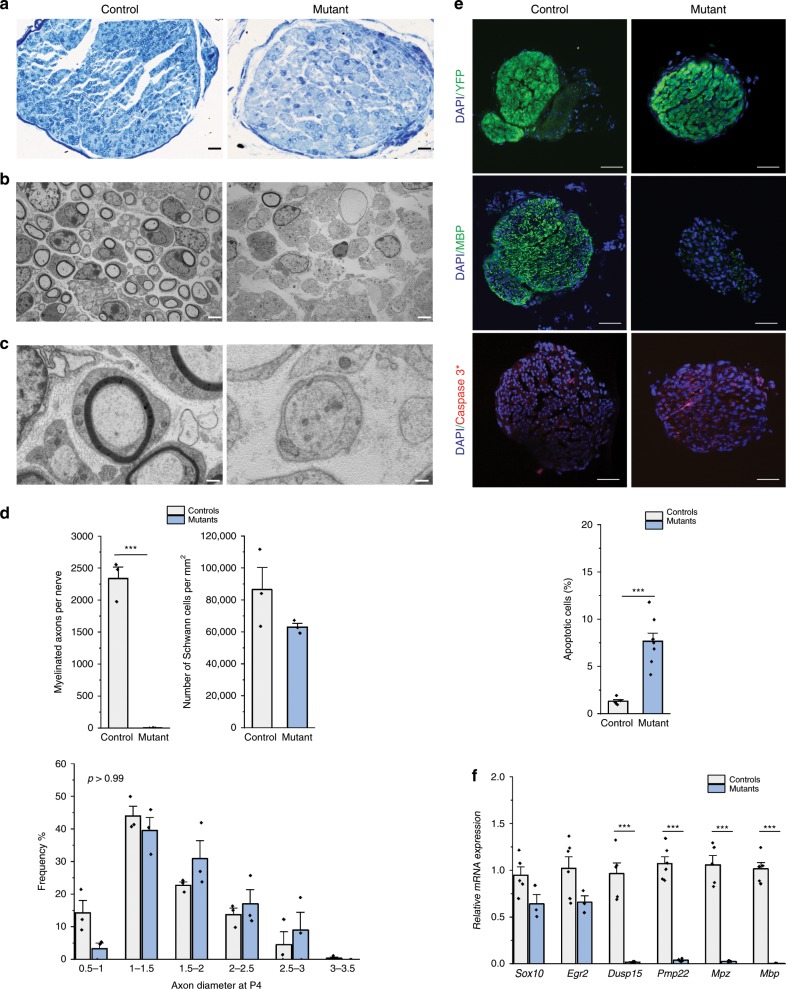
ADAR1 activity is required to control myelin formation within sciatic nerves at P4. **a** Toluidine blue-staining and **b**, **c** electron micrographs of transverse sections of sciatic nerves from control and *HtPA-Cre; Adar1*^*fl/fl*^ mutant mice, illustrating the almost total absence of myelin in the mutants compared to controls. In mutants, the axons were surrounded by cytoplasmic extensions of the SCs, but the latter stalled at this promyelinating stage (**b** and insets shown in **c**). Note that a minority of mutant SCs myelinate axons properly (see **b**) along with absence of sign of axonal degeneration or B- or T-cell or macrophage invasion in the mutants compared to controls. Scale bars: 10 µm (**a**), 2 µm (**b**), 500 nm (**c**). **d** Quantifications performed from TEM pictures to count myelinated axons number per nerve, the SCs number per square millimeter and the distribution of axon diameter in controls (gray) and *HtPA-Cre; Adar1*^*fl/fl*^ mutants (blue). Data of the three graphs represent mean ± SEM of *n* = 3 mice/group (Statistical differences between the groups were determined using *t* test (asterisks represent *p* value: ***p < 0.001, or Kolmogorov–Smirnov test, *p* values indicated on the graph). **e** DAPI (blue)/YFP(green), DAPI (blue)/MBP(green) or DAPI (blue)/Activated-Caspase 3 (red) immunostaining performed on sections of sciatic nerves from control and *HtPA-Cre; Adar1*^*fl/fl*^ mutant mice along with the quantification of % of caspase-3-positive cells among YFP-positive cells. Data represent mean ± SEM. Statistical differences between the groups (*n* = 5 independent sections of four controls and *n* = 8 independent sections of five mutants) was determined using *t* test (asterisks represent *p* value: ***p < 0.001). Scale bar: 50 μm. **f** Relative expression of various SCs markers in sciatic nerve from control (gray) and *HtPA-Cre; Adar1*^*fl/fl*^ mutant (blue) mice analyzed by RT-qPCR. All data represent mean ± SEM (*n* = 5 or 6 controls and *n* = 3 mutants depending on tested genes). Statistical differences between the groups were determined using *t* test (asterisks represent *p* value: ***p < 0.001). For (**d**–**f**), source data are provided as a Source data file.

These observations were consistent with immunohistochemistry experiments (Fig. 4e), which showed an apparently normal number of YFP-positive cells, an almost complete absence of MBP staining, but very few activated-Caspase3-positive cells in the sciatic nerves of mutants relative to controls (although statistically significant, percentage of apoptotic cells did not exceed 8% in controls and mutants, Fig. 4e). RT-qPCR experiments, performed on RNA extracted from isolated sciatic nerves, confirmed the reduced expression of several late SCs differentiation markers, such as *Dusp15*, *Pmp22*, *Mpz*, and *Mbp* in all mutants relative to controls. In contrast, the expression of earlier markers (*Sox10* and *Egr2*) was not altered, confirming that the early development of these cells is not markedly altered by *Adar1* deletion (Fig. 4f).

We next performed similar analyses on older mice (up to P10, latest stage available for *Adar1* mutants) to determine whether *Adar1* deficiency leads to a delay in or blockage of SCs differentiation. Semioptical and electron microscopy showed very little myelin in the mutants at P8 and P10 relative to controls (Supplementary Fig. 4a, b). Quantification again confirmed the drastic decrease in the number of myelinated axon profiles per nerve section, but no change in axon diameter at both stages (Supplementary Fig. 4c), suggesting a blockade of differentiation rather than a simple delay.

In parallel, we determined the onset of defects. Analysis of the expression of three SCs markers (*Pmp22, Mpz and Mbp*) and the ISGs signature revealed significantly greater ISGs expression in all mutants than controls from E18.5 (Supplementary Fig. 5b). This was followed by downregulation of the expression of the SCs markers from birth (Supplementary Fig. 5a), suggesting that SCs differentiation is blocked around birth and preceded by the upregulation of ISGs signature.

As with pigmentation, we confirmed these results using the *Wnt1-Cre*-mediated conditional deletion mouse model. At birth, electron microscopy showed a few myelinating SCs in controls but none in the mutants (Supplementary Fig. 6a). RT-qPCR experiments confirmed lower expression of *Dusp15*, *Pmp22*, *Mpz*, and *Mbp* in the mutants, but similar expression of *Sox10* and *Egr2* (Supplementary Fig. 6b). The early development of SCs is thus not altered by *Adar1* deletion in either mouse line, but SCs appears to stall at or near promyelinating stage.

### NC *Adar1* deletion does not affect all NC derivatives equally

We determined if other NC derivatives were affected by *Adar1* deletion. Analysis of three of these: enteric nervous system, heart structures derived from NC cells and craniofacial derivatives was performed. Macroscopic, histopathological analyses and Alcian blue followed by Alizarin red coloration revealed no obvious alterations of these three NC derivatives in mutants compared to controls at P4 with the techniques used (Supplementary Fig. 7a–c). However, 30% of the mutants (4 out of 13) present with cleft palate, suggesting some craniofacial alterations might be an incompletely penetrant feature.

RT-qPCR experiments on each tissue revealed increased ISGs expression in mutants relative to controls, but no alteration of NC expressed genes tested at P4 (Supplementary Fig. 7a–c). ISGs expression was however not increased in the liver of mutants (Supplementary Fig. 8), suggesting that this response is not systemic. Although we cannot exclude functional or cell-type-specific alterations not tested here, our results suggest *Adar1* deletion does not affect all NC derivatives equally.

### RNA-seq analysis in sciatic nerves of controls and mutants

To further define origin of *Adar1* mutant SCs arrest and assess global changes in gene regulation, we performed transcriptomic analysis (RNA-seq) of sciatic nerves isolated from three control and three *HtPA-Cre; Adar1*^*fl/fl*^*;R26R* mutant animals at P4. 

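Sciatic nerves were taken at P4 from 3 control animals and 3 mutant animals, and each animal gave 1 library. In the mutants, Cre recombinase under the human tissue plasminogen promoter ablates the floxed *Adar* alleles (the gene of ADAR1) in NC cells, and R26R is the YFP tracer of these cells. A sciatic nerve holds endothelial cells, fibroblasts, perineurial cells and blood besides SCs, so each value is a sum over cell types. The authors sequenced oriented cDNA of the poly-A fraction, mapped the reads to mm10 with STAR, counted those on constitutive regions of each FAST DB gene, and divided the counts by a DESeq2 size factor per library. The deposited values cover 59485 genes, 35979 of them without a symbol, and the expression filter of the methods is not applied to them. In every library, 100% of the values were whole multiples of the value of a single read, which lay between 0.727 and 1.27, so the counted reads were recovered. Control replicates 1, 2 and 3 had 55330839, 68654387 and 50938349 reads on genes, and mutant replicates 1, 2 and 3 had 78250094, 59098483 and 57047095. The paper states an average of 124 M paired-end reads passing filter in a library (lowest 103 M, highest 158 M), whereas the values used here rest on the reads counted on genes. The 10 genes with the most reads took 17.6, 18.7 and 18.5% of the reads in the controls, and 9.87, 14.4 and 12.9% in the mutants. Values were compared as log2(value + 1) with limma's moderated test. The added 1 understates the change of genes with few reads. For genes with uneven values, the difference of mean logs can also exceed the log2 of the ratio of means. The test covered the 25802 genes with a mean value of at least 10 in at least 1 genotype. A gene passed the threshold with an unadjusted p at or under 0.05 and a change of at least 2-fold, as in the methods, and adjusted p-values are Benjamini-Hochberg values over all tested genes. Errors are SDs over the 3 libraries of a genotype, and coordinates are those of mm10 in the deposited table. With 3 animals against 3, an exact two-sided permutation test cannot give a p below 0.1. A fold change against a genotype with at most 3 reads in each library is given as a lower bound, and these floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Reads of near-identical or overlapping genes can be split by the counting, and 30 of the 365 genes examined by name overlap another gene on the same strand. The targeted gene *Adar* (GSMG0024553, chromosome 3, 89715022 to 89753454) had values of 1602, 2066 and 1133 in control replicates 1 to 3 and 11768, 9311 and 9773 in mutant replicates 1 to 3, a log2 fold change of 2.72 (standard error 0.20, adjusted p = 4.1e-05). The deletion named in the labels concerns NC cells only, and this rise neither shows nor excludes it. Induction of *Adar* by the interferon response is considered further below. The table gives 1 value per gene, so reads of the deleted segment cannot be told from reads of the rest of the gene. The groups are therefore called control-labelled and mutant-labelled libraries, and every direction given is drawn from the labels. *Xist* and 4 Y-linked genes place 2 female libraries among the controls and 1 among the mutants. The first principal component held 57.5% of the variance and separated the genotypes. Pearson correlations of log2 values across genes were 0.941 to 0.951 within genotypes and 0.855 to 0.884 between them, and genes are not independent replicates.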

The steady-state level of 3009 mRNAs differed by at least twofold between the two genotypes (Fig. 5a). 

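Of the 25802 genes tested, 6251 passed the threshold, 4272 of them with a symbol, and 5146 also had an adjusted p at or under 0.05. In 12690 genes (49.2% of those tested), the 3 mutant-labelled values all lay on 1 side of the 3 control-labelled values, where chance gives 10%, and 5933 of the genes past the threshold were among them. Among the alternatives set in advance, a minimum mean of 50 moved the count most, to 4706 genes. An alternative chosen after the count was seen, keeping the 14402 genes with the highest mean, gave 3298 genes.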

We confirmed the results for a subset of these genes by RT-qPCR (Fig. 5b). The full list and the top 50-up and 50-downregulated genes are shown in Supplementary data 1 and Fig. 5c. 

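*Apol9b*, *Ccl5* and *Apol9a* had the largest log2 fold changes among the genes past the threshold with separated values, at 11.58, 10.44 and 10.43. *Apol9b* was uneven among control replicates 1, 2 and 3, at 0, 61.4 and 2.53. Its ratio of means was 868, against 1274 for *Ccl5*. *Ccl5* (GSMG0007119, chromosome 11, 83525781 to 83530519) rose from 18.4 ± 13.5 in control-labelled to 23472 ± 3433 in mutant-labelled libraries (standard error 0.40, adjusted p = 2.37e-06). *Apol9a* had no reads in the controls and was at least 418-fold higher, and reads of *Apol9a* and *Apol9b*, near-identical neighbors, can be split between both. A gene without a symbol (GSMG0043224, chromosome 11, 120763680 to 120763823) was at least 346-fold higher and *Prss56* at least 150.1-fold higher, each also from no reads. *Cacng3*, *Tgtp2*, *Ifnb1*, *Pkp1* and *Mx1* complete the 10 largest changes, with log2 fold changes from 8.55 to 10.12. *Tgtp2*, which has close paralogs, was uneven among the controls, with values of 65.5, 2764 and 0, and its ratio of means was 32.9. Among the lowered genes, *Dhrs2* (GSMG0011594, chromosome 14, 55222005 to 55241440) went from 957 ± 219 to 8.55 ± 4.06, a log2 fold change of -6.74 (standard error 0.43, adjusted p = 1.84e-05). *Gpr37* changed by -6.65, *Ddn* by -6.35, *Chdh* by -6.16 and *Mobp* by -6.01 on the log2 scale. *Galntl6* changed by -6.05, and 3 other genes overlap it on its strand. At most 3 reads per mutant-labelled library were found for *Gm5128 // Gm7903*, 2 genes that the table lists together, for *Il17rb*, *Smim6* and GSMG0070993, which were at least 33.9, 33.5, 27 and 24.4-fold lower.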

Gene Ontology (GO) term and pathway analyses confirmed the profound enrichment of functions/pathways activated upon inflammation or after viral infection in the mutants versus controls (Fig. 5d, e). 

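The paper's signature of ISGs (*Cxcl10*, *Isg15*, *Ifit1*, *Ifit2*, *Rsad2* and *Mx1*) had a median log2 fold change of 7.09, with 6 of 6 genes higher in all mutant-labelled libraries (adjusted p = 3.33e-08 from limma's camera over the 3 gene sets of the myelin, cholesterol and interferon comparisons). The median stayed between 6.80 and 7.41 with each library left out in turn, and the largest value came without control replicate 2. *Cxcl10* (GSMG0030738, chromosome 5, 92346641 to 92348890) rose from 1013 ± 345 to 97779 ± 15453, a log2 fold change of 6.64 (standard error 0.25, adjusted p = 2.28e-06). *Ifit2* changed least within the signature, from 2895 ± 349.6 to 21962 ± 3015 (2.92 on the log2 scale), while *Ifit1* and *Mx1* have close paralogs that can share their reads. In the paper's RT-qPCR (Fig. 5b), *Ifit1* had a mean log2 ratio of 2.63 and *Mx1* one of 4.80, against 7.88 and 8.55 here. *Cxcl10* was the only gene of the signature with a larger RT-qPCR ratio, at 7.14. Interferon transcripts had no reads in control-labelled libraries: *Ifnb1* (GSMG0028038, chromosome 4, 88522025 to 88522794) reached 460.4 ± 49.8 and was at least 139-fold higher, and *Ifna4*, one of many similar genes, reached 116 ± 25.9 and was at least 34.9-fold higher. *Ifih1*, which encodes MDA5, rose from 559 ± 331 to 25699.5 ± 3356, with an adjusted p of 2.24e-05.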

Screening of the 3009 differentially expressed RNAs against the interferome database^34^ showed that 2253 (75%) are known to be regulated by IFN type 1 or 2 (Fig. 5f). Aside from activation of the innate immune response, the GO terms analysis also showed activation of other biological functions in mutants relative to controls, including growth-factor activity and positive regulation of the epithelial to mesenchymal transition (EMT) (Fig. 5d). The latter being critical for NC development, we looked at expression of key EMT-related genes in our dataset. 

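*Cdh1* (GSMG0037757, chromosome 8, 106603350 to 106670247) fell by 2.97 on the log2 scale, from 16099 ± 3224 in control-labelled to 3241 ± 3089.8 in mutant-labelled libraries (standard error 0.78, adjusted p = 0.0187), and its mutant-labelled values spread from 475 to 6576. *Lef1* had the largest rise of the EMT regulators, from 62.5 ± 16.1 to 438 ± 125, a log2 fold change of 2.78 (adjusted p = 0.000331). *Snai2* rose from 258 ± 109 to 781 ± 43.3 (1.67, adjusted p = 0.00197) and *Twist2*, which 1 other gene overlaps on its strand, from 406 ± 44.5 to 1291 ± 91.7 (1.67, adjusted p = 7.2e-05). *Twist1* was near the 2-fold limit, with a log2 fold change of 1.02 (standard error 0.16, adjusted p = 0.00157), and dropped to 0.95 with the libraries rescaled to the same 75th percentile. *Met* rose from 1121 ± 68.2 to 2275 ± 544, a log2 fold change of 0.99 (standard error 0.18, adjusted p = 0.00356) that is below 2-fold. Its ratio of means was 2.03, and edgeR on the recovered reads placed it at 1.03, past the limit.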

A decrease in *Cdh1* expression (E-cadherin), and upregulation of the master regulators *Twist1* and *2*, *Snail2, Lef1*, and *Met* were observed (Supplementary data 1). However, the expression of well-known mesenchymal markers *Cdh2* (N-cadherin) and *Vimentin* were not altered, suggesting that only part of the molecular machinery associated to EMT is activated upon *Adar1* deletion.

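*Cdh2* (GSMG0018743, chromosome 18, 16588877 to 16809247) had values of 3140.5 ± 186.7 in control-labelled and 2668 ± 458 in mutant-labelled libraries, a log2 fold change of -0.25 with a standard error of 0.14 (adjusted p = 0.194), and 2 other genes overlap it on its strand. For *Vim* (GSMG0020683, chromosome 2, 13573952 to 13582826), the values were 289305 ± 23401 and 334465 ± 7255, a log2 fold change of 0.21 (standard error 0.10, adjusted p = 0.152). The genotypes overlapped for *Cdh2*, whereas the 3 mutant-labelled values of *Vim* all lay above the controls.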

**Fig. 5:**
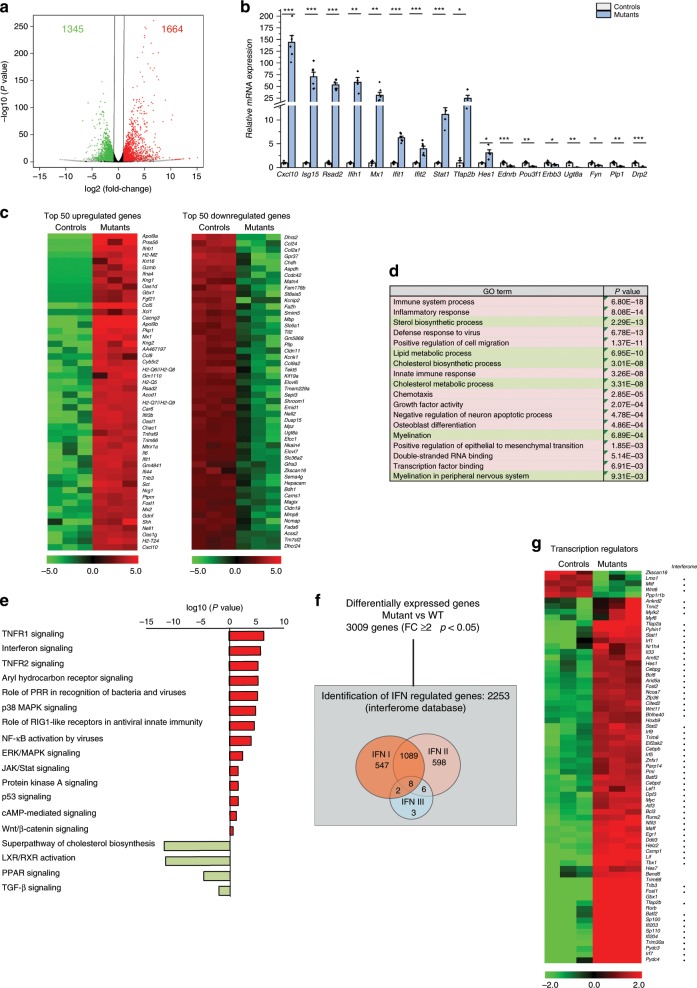
Transcriptomic analysis of sciatic nerves in mutants relative to controls. **a** Volcano plot of differentially expressed genes in sciatic nerves of *HtPA-Cre; Adar1*^*fl/fl*^ mutants compared to controls (upregulated in mutants: red; downregulated in mutants: green; unchanged in black). Results were considered statistically significant for *p* values ≤ 0.05 and fold-changes ≥ 2.0 (*n* = 3 for each condition) using Deseq2 R package for differential analyses. In all, 1664 were upregulated in the mutant versus control animals and 1345 were downregulated, suggesting ADAR1 is involved in mechanism governing gene repression and activation. **b** Validation of a subset of differentially regulated genes on RNA extracted from isolated sciatic nerves from controls and mutants by RT-qPCR. Relative expression levels in controls (gray) and mutants (blue) are presented as mean ± SEM. Statistical differences between the groups (*n* = 4 controls and *n* = 4 mutants) were determined using *t* test (asterisks represent *p* values: *p < 0.05, **p < 0.01, ***p < 0.001). Source data are provided as a source data file. **c** Heatmap representation of RNA-seq analysis depicting the top 50-up and 50-downregulated genes in mutants relative to controls. Colors reflect the *z*-score. **d** Representation of enriched functions by GO term and enriched signaling pathways (using GO analysis and Ingenuity). **e** Functions/signaling pathways **e**nriched in mutants versus controls are indicated in red, those enriched in controls versus mutants are indicated in light green. **f** The interferome database V2.01I [http://interferome.its.monash.edu.au/interferome/] was used to determine the number of interferon regulated genes (IRGs) specific to different types of Interferon IFN (I, II and III) within the 3009 differentially regulated genes upon *Adar1* deletion. Overlap of 75% (2253/3009) was evidenced. Fisher’s exact test confirmed enrichment (*p* < 2.2E-16). **g** Heatmap representation of differentially expressed transcriptional regulators (found in association with GO terms: DNA-templated transcription, positive or negative regulation of transcription from RNA polymerase II promoter, positive or negative regulation of transcription, DNA-templated transcription factor activity, sequence-specific DNA binding, and positive regulation of gene expression). Out of the 281 factors identified, 69 were deregulated more than fivefold in mutants relative to controls. Name of each gene is indicated on the left, along with its belonging to the Interferome dataset. Colors reflect the *z*-score.

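Among the genes past the threshold, 3580 (57.3%) were higher and 2671 lower in mutant-labelled libraries. With an adjusted p at or under 0.05, they were 2964 and 2182. The median log2 fold change of all tested genes was 0.03. Rescaling the libraries to the same total moved this median to 0.19, and 66.2% of the genes past the threshold were then higher (4239 against 2168). Rescaling to the same 75th percentile moved it to -0.03, and 53.4% were then higher (3350 against 2925).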

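All 13 myelin protein genes examined were lower in mutant-labelled libraries and past the threshold, with a median log2 fold change of -3.40 (adjusted p = 4.63e-09 from limma's camera). Leaving out mutant replicate 1 moved this median most, to -4.03. *Mbp* (GSMG0018647, chromosome 18, 82475123 to 82585637) had the largest fall, from 1537160 ± 169073 to 64517 ± 64812, a log2 fold change of -5.16 (standard error 0.68, adjusted p = 0.00069), and came at rank 34 of the lowered genes. *Pmp22* (GSMG0005335, chromosome 11, 63128982 to 63159546) went from 1131770 ± 54382 to 112178 ± 76526 (-3.58, adjusted p = 0.000463). *Mag*, *Prx*, *Gjb1*, *Cldn19*, *Ncmap* and *Drp2* changed by -3.23 to -4.44 on the log2 scale. *Pmp2* was the exception in size, at -1.06 with an adjusted p of 0.0977, and edgeR on the recovered reads no longer placed it past the threshold (-0.81). The mutant-labelled libraries were not alike: *Mbp* was 137354, 13209.7 and 42987 in replicates 1, 2 and 3, and its control values ran from 1369740 to 1707840.

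**Figure D1:**
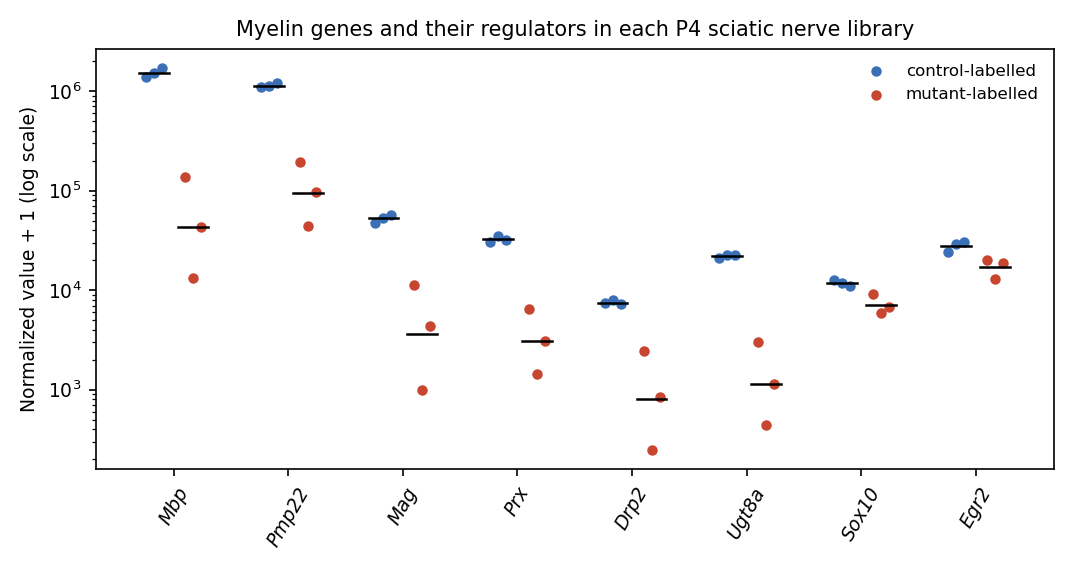
Normalized value + 1 (log axis) of myelin genes and of *Sox10* and *Egr2* in each sciatic nerve library at P4. Points are replicates 1 to 3 from left to right within each genotype and lines are geometric means; for *Mbp*, the mutant-labelled libraries lie between 13209.7 and 137354 and the control-labelled ones between 1369740 and 1707840.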

Consistent with myelination alterations, genes encoding myelin proteins were among the top 50-downregulated genes in the *Adar1* mutants relative to controls (Fig. 5c and Supplementary data 1). 

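All 20 enzymes of cholesterol biosynthesis examined were lower in mutant-labelled libraries, with a median log2 fold change of -2.84 (adjusted p = 1.75e-22 from limma's camera), and 19 of them passed the threshold. The largest shift of this median was to -2.68, with the libraries rescaled to the same total. *Sqle* (GSMG0013218, chromosome 15, 59315075 to 59331193) fell from 20611 ± 1563 to 4121 ± 498 (-2.33, standard error 0.11, adjusted p = 5.45e-06). *Tm7sf2*, which 1 other gene overlaps on its strand, changed most, at -3.58. *Ebp* stayed below a 2-fold change, at -0.97 (standard error 0.10, adjusted p = 0.000174), and reached -1.04 with the libraries rescaled to the same 75th percentile.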

Additionally, cholesterol biosynthesis and metabolism (one of the main components of myelin sheaths) and lipid metabolism were among the processes significantly enriched in controls relative to the mutants (Fig. 5d, e).

Based on the alterations of SCs observed (block at promyelinating stage), we next analyzed the differential expression of key genes (transcription factors in particular) known to control this specific step of development^26,30^. 

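*Sox10* (GSMG0014239, chromosome 15, 79154909 to 79165240) had values of 11752 ± 849.7 in control-labelled and 7279 ± 1712 in mutant-labelled libraries, a log2 fold change of -0.71 (standard error 0.16, adjusted p = 0.00874). *Egr2* (GSMG0003109, chromosome 10, 67537868 to 67542187) had values of 27883 ± 3118 and 17158 ± 3591, a change of -0.72 (adjusted p = 0.00989). *Id2* changed by -0.56 (adjusted p = 0.0139), *Yy1* by 0.35 (adjusted p = 0.0275) and *Nfkb1* by 0.81 (adjusted p = 0.000447). For these 5 genes, the 3 values of 1 genotype all lay above those of the other, and no change reached 2-fold. *Egr3* overlapped between the genotypes, with a change of 0.26 (standard error 0.15, adjusted p = 0.219). *Pax3* (GSMG0001785, chromosome 1, 78101267 to 78197137) was low, at 15.5, 29.3 and 22.8 in the controls and 74.2, 213 and 123 in the mutant-labelled libraries, and passed the threshold with a log2 fold change of 2.46 (standard error 0.49, adjusted p = 0.00572). *Sox2* and *Jun* were not analysed here.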

Among these, expression of *Sox10, Egr2, Egr3, yy1, Sox2, Jun, Id2, Pax3*, and *Nfkb1* was not significantly altered in the *Adar1* mutants relative to controls. Of note, the expression of *Egr1*, which is normally downregulated at the promyelinating stage^35^, was significantly higher in the *Adar1* mutants (12.5-fold increase, Supplementary data 1). In contrast, the expression of *Pou3f1* and *Pou3f2*, known to be transiently expressed in SCs^26,36^ and peaking at the promyelinating stage, were both lower (ratios of 0.23 and 0.44, respectively). 

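*Egr1* (GSMG0018220, chromosome 18, 34859823 to 34864981) rose from 5118 ± 244 in control-labelled to 64318 ± 7120.2 in mutant-labelled libraries, a log2 fold change of 3.65 (standard error 0.10, adjusted p = 8.4e-07). The ratio of means was 12.6, and the log2 fold change stayed between 3.56 and 3.72 with each library left out in turn.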

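*Pou3f1* (GSMG0027043, chromosome 4, 124657646 to 124660657) fell from 22452 ± 491 to 5135 ± 1884, a ratio of means of 0.229 (log2 fold change -2.19, standard error 0.22, adjusted p = 0.000165). For *Pou3f2* (GSMG0051024, chromosome 4, 22482095 to 22488366), the values were 6508 ± 506 and 2886 ± 594, a ratio of means of 0.443 (log2 fold change -1.19, standard error 0.15, adjusted p = 0.000506). Both genes were lower in every mutant-labelled library than in any control.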

The deregulation of the expression of these three candidate transcription factors may be a direct consequence of, contribute to, or be responsible for the observed promyelination blockade of differentiation.

To determine whether additional factors involved in transcriptional regulation are also deregulated, we examined the relative expression of other genes associated with transcriptional regulation (see Methods for the GO term used). Among these, 69 were deregulated more than fivefold in mutants relative to controls. 

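All 69 regulators named in Fig. 5g were found in the table, and each changed over 5-fold with an unadjusted p at or under 0.05. These genes were selected by the paper on the same libraries, so the count shows shared calls and is no independent test. Leaving out control replicate 3 moved the count most among the alternatives set in advance, to 63.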

Most of them were upregulated in the mutants (64/69) and 87% were found within the interferome database (Fig. 5g). 

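By the values of the deposited table, 64 of these regulators were higher and 5 lower in mutant-labelled libraries. Of the 64, 63 also had an adjusted p at or under 0.05. *Trim66* (GSMG0036495, chromosome 7, 109449001 to 109508134) rose most, from 4.65 ± 4.46 to 705 ± 172 (log2 fold change 7.47, standard error 0.79, adjusted p = 0.000228), and *Irf7* reached 7.12. The lowered regulators were *Zkscan16*, *Lmo1*, *Mitf*, *Wnt6* and *Ppp1r1b*. *Ankrd2*, *Tnni2*, *Mylk2* and *Myf6*, also in the figure, followed the order of skeletal muscle transcripts between libraries in 14 or 15 of 15 pairs of libraries; *Tnni2* was 4624, 2979 and 15955 in mutant replicates 1, 2 and 3.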

Among them, we again noticed the presence of *Egr1*. 

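*Hes1* (GSMG0014858, chromosome 16, 30065340 to 30067795) rose from 912 ± 371 to 4685 ± 673 (log2 fold change 2.42, standard error 0.25, adjusted p = 0.000199). *Myc* (GSMG0013230, chromosome 15, 61985341 to 61990361) rose from 1127 ± 183.3 to 8036 ± 936 (2.84, adjusted p = 6.59e-06). *Tfap2a* and *Tfap2b* were low in the controls, at 17 ± 9.92 and 4.42 ± 4.75, and reached 314 ± 37.2 and 169 ± 40.9 in mutant-labelled libraries, with log2 fold changes of 4.31 (standard error 0.50, adjusted p = 0.000337) and 5.50 (standard error 0.85, adjusted p = 0.00153).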

There was also increased expression of *Hes1, Myc, Tfap2a*, and *Tfap2b*, previously shown to be negative regulators of myelination or transcription factors known for their function in early NC development^26,37^. In addition to *Hes1*, the Notch effector *Hey2* was also upregulated in mutants (4.7-fold-change, Supplementary Data 1), arguing for persistently activated inhibitory Notch signaling in *Adar1* mutants relative to controls. 

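*Hey2* (GSMG0003947, chromosome 10, 30832359 to 30842784) had values of 301, 83.2 and 74.8 in control-labelled replicates 1, 2 and 3 and 180.4, 1376 and 586 in mutant-labelled ones. The genotypes overlapped, and the log2 fold change of 2.08 (ratio of means 4.67) had a standard error of 0.76 and an adjusted p of 0.0628. It lost its unadjusted call in 4 of the 6 fits that each left out a library, where the log2 fold change ran from 1.39 to 2.85, and without the trend in eBayes.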

Overall, data suggest that SCs developmental arrest in *Adar1* mutants could be due to the persistent expression of limited number of these regulators of myelination.

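Myelin genes were lowered while *Sox10* and *Egr2* changed by less than 2-fold, though both were lower in every mutant-labelled library. The paper states that the expression of *Sox10* and *Egr2* was not significantly altered. *Egr1*, which the paper describes as normally downregulated at the promyelinating stage, was higher, as were *Hes1*, *Myc*, *Tfap2a* and *Tfap2b*, while the values of *Hey2* overlapped between genotypes, and *Pou3f1* and *Pou3f2* were lower. The paper proposes the persistent expression of a limited number of regulators of myelination as a possible origin of the arrest of SCs.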

### Injury-associated genes activation in *Adar1* mutants

Intriguingly, the top 50 upregulated genes included several known to be activated upon nerve injury^25,38^. In particular, *Shh* and *Gdnf*, two markers that are not expressed in SCs in normal mature or developing nerves, but known to be activated SCs during repair, were markedly upregulated in the mutant mice (Fig. 5c). 

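*Shh* (GSMG0030293, chromosome 5, 28456815 to 28467102) had values of 0, 1.89 and 22.8 in control-labelled replicates 1, 2 and 3, and 313, 1834 and 373 in mutant-labelled ones, a log2 fold change of 7.19 (standard error 1.14, adjusted p = 0.00177). *Gdnf* (GSMG0012945, chromosome 15, 7810048 to 7837580) rose from 49.1 ± 8.6 to 5155 ± 533 (6.69, standard error 0.18, adjusted p = 8.4e-07). By log2 fold change, they ranked at 46 and 69 of the genes past the threshold and higher, and with a pseudocount of 10 in place of 1 at 76 and 31.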

We therefore evaluated the extent of the overlap between the two conditions by comparing our RNA-seq data to several lists of mRNAs previously shown to be deregulated 1, 5, or 7 days after nerve injury^39,40^. 

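All 1028 genes of the paper's list of repair genes (Supplementary Data 2) were found in the table, and 1016 passed the threshold in the listed direction, 478 of 486 higher and 538 of 542 lower. None had the opposite sign, and 997 also had an adjusted p at or under 0.05. The paper drew this list from calls on the same libraries, so these are shared calls. The count moved most without mutant replicate 2, to 965. *Fgf5* (GSMG0029464, chromosome 5, 98254183 to 98277032) rose from 37.1 ± 6.06 to 872 ± 381 (log2 fold change 4.44, standard error 0.34, adjusted p = 4.19e-05). *Artn* (GSMG0028262, chromosome 4, 117926160 to 117929765), the gene of Artemin, was uneven in both genotypes, at 19 ± 16.5 and 157 ± 84.3 (3.63, standard error 1.02, adjusted p = 0.0246). *Wif1* rose from 13.4 ± 6.81 to 149 ± 88.7 (3.33, adjusted p = 0.00328) and *Lgals3* from 358 ± 75.8 to 4440.3 ± 1050.0 (3.62, adjusted p = 1.11e-05).

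**Figure D2:**
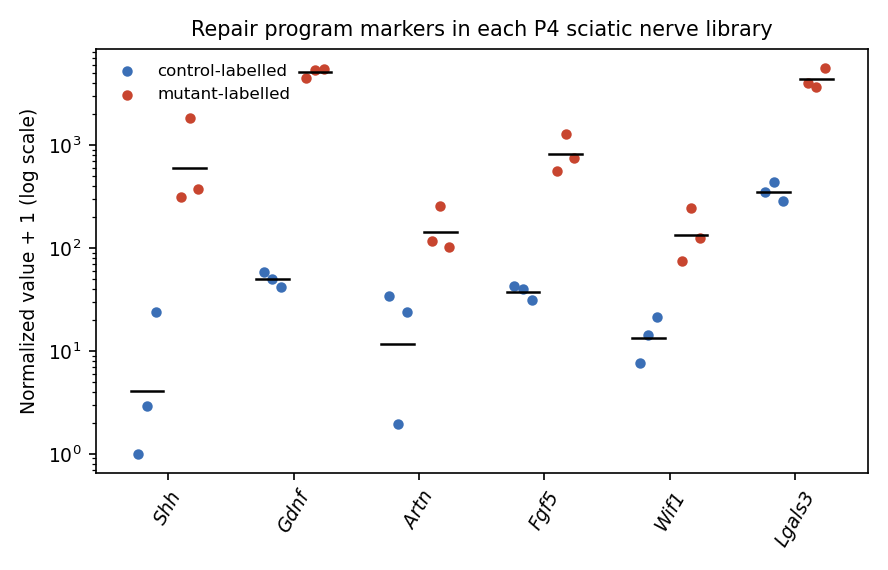
Normalized value + 1 (log axis) of repair program markers in each sciatic nerve library at P4. Points are replicates 1 to 3 from left to right within each genotype and lines are geometric means; the mutant-labelled values lie above the control-labelled ones for all 6 genes.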

Strikingly, 34% of the mRNAs deregulated upon *Adar1* deletion are also deregulated upon nerve injury, including decreased expression of myelin genes and those for cholesterol biosynthesis, increased expression of a subset of early SC markers, activation of genes involved in the innate immune response, and increased expression of specific repair markers, such as *Shh*, *Gdnf, Artemin*, *Fgf5, Wif1*, and *Lgals3*^25,41,42^ (Fig. 6a and Supplementary data 2 for the 1028 overlapping mRNAs). The differential expression of some of these was further validated by RT-qPCR (Fig. 6b). Because the morphological transition from differentiated/mature SCs into a repair SCs was also shown to be associated with an EMT signature^39^, we compared the datasets. 

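Fig. 6c names 10 higher and 10 lower genes of the EMT-associated signature, and all 20 passed the threshold in the direction shown there, also under each alternative and with each library left out. The paper chose these genes from calls on the same libraries. The 10 raised genes had a median log2 fold change of 2.86 and the 10 lowered genes one of -1.79. *Timp1* (GSMG0041633, chromosome X, 20870166 to 20874735) rose from 636 ± 128 to 9056 ± 2582 (3.81, standard error 0.23, adjusted p = 1.6e-05), and *Tnc* from 1530.0 ± 312 to 16816 ± 821 (3.48, adjusted p = 2.78e-06). Of the lowered genes, *Wnt6* went from 1509 ± 210.0 to 234 ± 58.7 (-2.70, adjusted p = 4.3e-05) and *Itgb4* from 9176 ± 1409 to 2956 ± 134 (-1.62, adjusted p = 4.35e-05).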

Of the 111 EMT-associated genes found to be differentially expressed between uncut and cut nerves^39^, 36% were also deregulated upon *Adar1* deletion (Supplementary Table 1 and Fig. 6c). Overall, analysis of the RNA-seq dataset suggests that activation of a program resembling response to nerve injury occurs upon conditional NC deletion of *Adar1*.

**Fig. 6:**
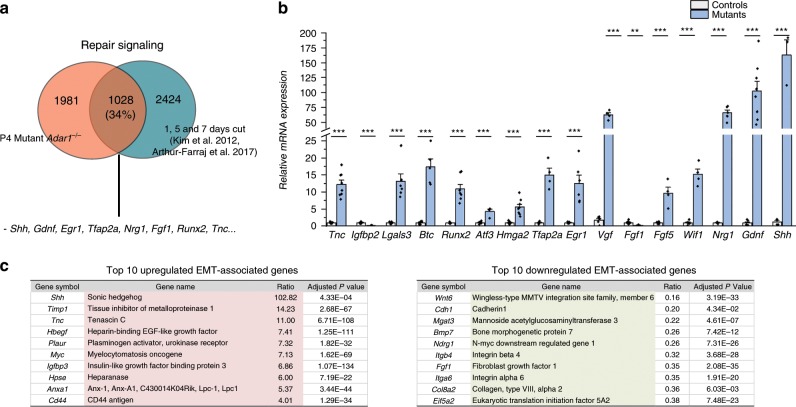
Activation of an injury-associated gene expression program in mutants. **a** Venn diagram showing significant overlap between RNA-seq data generated in this study (orange) and differentially expressed genes upon peripheral nerve injury (blue)^39,40^. The number of genes in each category, the % of overlap and representative genes are indicated. Fisher’s exact test confirmed enrichment (*p* < 2.2E-16). Note that 1028 out of 3009 genes we found deregulated are overlapping with published datasets. **b** Validation of a subset of differentially expressed genes by RT-qPCR. All data represent mean ± SEM. Statistical differences between the groups (*n* = 4–6 controls and *n* = 4–8 mutants depending on tested genes) were determined using *t* test (asterisks represent *p* values: *p < 0.05, **p < 0.01, ***p < 0.001). Source data are provided as a source data file. **c** Of the 111 EMT-associated genes found to be differentially expressed between uncut and cut nerves^39^, 34% were also deregulated upon *Adar1* deletion. Top 10 up-(pink) and down-(green) regulated genes found in common, (*p*-adj < 0.05) are indicated. Note that “EMT-associated genes” are more generally associated to migration and cell adhesion function.

### A-to-I RNAs targets and *Mda5* shutdown rescue experiments

We next wished to directly determine the contribution of A-to-I editing. Making use of the pipeline described in Methods, we identified 60 A-to-I (G) editing sites specifically altered in mutants within or near 57 different genes in our RNA-seq dataset (Supplementary Data 3). Only six of these sites were previously reported in the RADAR or DARNED databases, suggesting that most of the identified sites may be regulated in a tissue-specific manner. RNA editing sites led to amino-acid change, intronic, splice acceptor site or 3′UTR variants with similar frequency. Only seven of the 57 targets showed deregulation of over twofold. 

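*Atp8b1* (GSMG0019051, chromosome 18, 64528979 to 64661269), which 1 other gene overlaps on its strand, rose from 287 ± 69.8 to 909 ± 101 (log2 fold change 1.68, standard error 0.21, adjusted p = 0.000481). *Gusb* (GSMG0031124, chromosome 5, 129989021 to 130003050) fell from 2572 ± 174 to 1040.1 ± 185.8 (-1.32, standard error 0.15, adjusted p = 0.000328). Editing levels were not analysed here, since the table holds gene values only.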

All seven targets were in the interferome database, while only three were previously associated to repair: *Atp8b1, Gusb*, and *Slc7a11*. We also examined the known function of each of the 57 associated genes. Some (*Ufc1* and *Ctf3c*3) are involved in disorders with CNS myelin alterations (OMIM 618076). NC deletion of *Ilk* leads to alteration of SCs myelination^43^. Nevertheless, expression and splicing of these genes were similar in the mutants and the controls upon bioinformatics analysis. 

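*Ufc1* (GSMG0002451, chromosome 1, 171288564 to 171458485) had values of 3213 ± 223 in control-labelled and 2521 ± 253 in mutant-labelled libraries, a log2 fold change of -0.35 (standard error 0.11, adjusted p = 0.0384), and 4 other genes overlap it on its strand. *Gtf3c3* (GSMG0001587, chromosome 1, 54395877 to 54439026), read here as the gene printed as Ctf3c3, changed by 0.44 (standard error 0.15, adjusted p = 0.0562). *Ilk* (GSMG0034979, chromosome 7, 105736590 to 105742925) changed by 0.11 (standard error 0.08, adjusted p = 0.318). The values of the genotypes were separated for each of these genes, and no change reached 2-fold. Splicing was not analysed here.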

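*Slc7a11* (GSMG0025365, chromosome 3, 49892525 to 50443614) had values of 15.5, 0 and 2.53 in control-labelled replicates 1, 2 and 3, and 267, 141 and 446 in mutant-labelled ones. Its log2 fold change was 6.05 (standard error 0.97, adjusted p = 0.0019), and it ran from 5.07 to 7.10 with each library left out in turn.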

*Slc7a11* is the only gene found to be deregulated and with a probable association with myelin production.

Irrespective of the identity of the targeted RNA, it seemed likely that alterations of A-to-I mismatches could trigger chronic activation of ISGs after their recognition by MDA5 as in other tissues^10^. We therefore tested whether concomitant deletion of *Ifih1* (encoding Mda5) could rescue the SCs defects observed. In primary cultures of mixed neurons and SCs under enhanced myelinating conditions^44^, we first observed that MBP-positive segments (mark of myelination) were absent from the neurons (labeled by TUJ1) of mutants while present in controls (Fig. 7a). As in vivo, these defects were accompanied by upregulation of the expression of the two tested ISGs relative to controls (*Cxcl10* and *Isg15*, Fig. 7b). Strikingly, we observed MBP-positive myelin segments in *Adar1* mutants transduced with Sh-*Ifih1* (>60 segments per cultures), but none in those transduced with the Sh-control (Fig. 7a). This rescue was concomitant with a return of the two ISGs expression to basal levels (Fig. 7b). Altogether, our results show that *Adar1* safeguards SCs from unwanted MDA5-mediated ISGs activation, a process that leads to the alteration of myelin formation if deregulated.

**Fig. 7:**
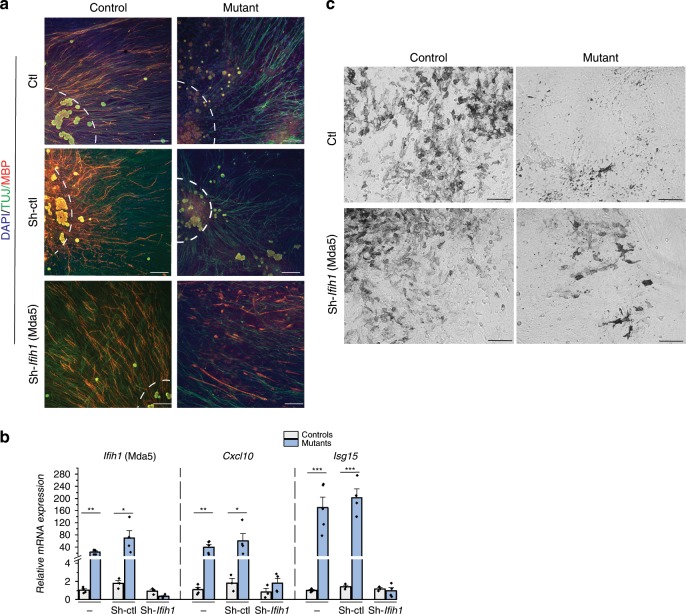
Shutdown of *Ifih1* rescues the SCs and melanocytes defects in *Adar1* mutants. **a** TUJ1 (green)/MBP (red) immunostaining performed on primary cultures of mixed neurons and SCs from dorsal root ganglia (DRG) of control and *HtPA-Cre; Adar1*^*fl/fl*^ mutant embryos at E13.5. Cultures were untransduced (no infection, Ctl) or transduced with lentivirus containing Sh-control (Sh-ctl) or Sh-*Ifih1* just before myelination induction. Note the absence of MBP in *Adar1* mutants and the restored phenotype upon Sh*-Ifih1* transduction. Counterstaining with DAPI (blue) is shown to identify cell density. Scale bar: 12 μm. **b** Relative mRNA expression of *Ifih1* (Mda5, to show *Ifih1*-shRNAs efficacy validation), and two ISGs (*Cxcl10 and Isg15*) analyzed by RT-qPCR on RNAs extracted from untransduced (−) and transduced primary cultures of controls (gray) and mutants (blue). All data represent mean ± SEM. Statistical differences between the groups (*n* = 4 controls and *n* = 4 mutants) were determined using *t* test (asterisks represent *p* values: *p < 0.05, **p < 0.01, ***p < 0.001). **c** Pigmented melanocytes (melanin-producing cells) observed after culture of NC cells issued from trunk region of neural tube of control and *Adar1* mutant embryos at E9.5. No discernable differences could be observed between controls and mutants during the first 7 days of culture, but note the reduction of melanin-producing cells in *Adar1* mutants (*n* = 7) compared to controls (*n* = 6) after 21 days of culture. Three days after neural tube explant deposition on fibronectin, cultures were untransduced (Ctl) or transduced with lentivirus containing Sh-*Ifih1*. Note the restored phenotype of mutants upon Sh*-Ifih1* transduction (*n* = 5). Sh*-Ifih1* transduction had no discernable effects on control cultures (*n* = 3). Scale bar: 100 μm. Source data are provided as a source data file.

On the same line, we tested whether concomitant deletion of *Ifih1* could rescue the melanocytes defects observed. Trunk neural tube explants cultures from E9.5 embryos performed under conditions favoring melanocytes proliferation and differentiation revealed a drastic reduction in the number of melanin-producing melanocytes in mutants compared to controls (Fig. 7c, ctl line, mean ± SEM of 167 ± 42 and 13 ± 12 melanocytes counted in six controls and seven mutants respectively,***p < 0.001, *t* test). As for SCs, *Ifih1*-ShRNAs infection increased the number of melanin-producing cells in *Adar1* mutants (49 ± 12, **p < 0.01; Fig. 7c), suggesting that concomitant deletion of Mda5 at least partially rescue pigmentation defects. In light of these results, the phenotype of *Adar1;Mavs*^11^ and *Adar1;Ifih1* double mutants (ref. ^45^ and D. Stetson, personal communication) was re-interpreted and revealed no pigmentation anomalies in either models, suggesting that pigmentation defects we observed in vitro and in vivo result from a mechanism that is MDA5/MAVS dependent.

## Discussion

We used a conditional deletion strategy in mice to study the role of *Adar1* and A-to-I RNA editing during NC development. The first alteration we observed in mutants was global depigmentation. This was true irrespective of the NC-specific Cre driver line used (*HtPA-Cre* or *Wnt1-Cre*). RT-qPCR experiments using various melanocytic markers and use of the *R26R* allele under the control of the NC-specific Cre recombinase to trace YFP-positive melanocytes revealed that the early steps of melanoblast development are unaffected. However, there is a severe reduction in the number of melanocytes within the hair follicles of mutants from E18.5, resulting from the rapid death of these cells, and following upregulation of an ISGs signature recently shown to be activated upon *Adar1* deletion/RNA editing activity alteration in other tissues. As when *Adar1* is deleted in hematopoietic and neuronal progenitors, massive cell death of melanocytes therefore explains the depigmentation observed^1,5,7^.

NC *Adar1* deletion also severely alters SCs differentiation, i.e. no myelin is formed. Again, this observation was made using both NC-specific Cre drivers. Electron microscopy, RT-qPCR, and RNA-seq analyses showed that the mutant SCs are blocked at the promyelinating stage. Limited impact on SCs number and no difference in axonal diameter were observed, suggesting no evident alterations of neurons. This phenotype recalls that of *Egr2*, *Dicer*, and *Dgcr8* mutants^42,46–48^, in which most of the SCs stall at the promyelinating stage, are unable to myelinate, and some radial sorting defects are observed. In *Dicer* and *Dgcr8* mutants, artificially sustained expression of genes characteristic of immature/promyelinating cells is proposed to explain the defects. Both mutants indeed display decreased *Egr2* expression and increased expression of *Sox2, Jun* and *Notch, Hes1, Egr1, Egr3,Ngfr, Ncam1*, and *Ccnd1*^42,46–48^. 

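*Notch1* (GSMG0022566, chromosome 2, 26457182 to 26516663) had values of 9622 ± 914 in control-labelled and 9660.1 ± 1620.1 in mutant-labelled libraries, and a log2 fold change of -0.0029 (standard error 0.13, adjusted p = 0.98912) whose sign turned under 4 other scalings or tests, up to 0.16 with the same total. *Notch2* changed by -0.42 (adjusted p = 0.11), *Notch3* by -0.03 (adjusted p = 0.914) and *Notch4* by 0.11 (adjusted p = 0.689). Other genes overlap *Notch2* and *Notch4* on their strands. With the same total, *Notch3* also changed sign, to 0.13. *Ngfr* (GSMG0007269, chromosome 11, 95568818 to 95587699) had values of 6136 ± 348 and 6135 ± 519, a change of -0.0022 with a standard error of 0.10 (adjusted p = 0.9887), and *Ccnd1* a change of -0.04 (adjusted p = 0.812), and both were higher with the same total, at 0.16 and 0.12. *Ncam1* changed by 0.28 (standard error 0.13, adjusted p = 0.135). The genotypes overlapped for each of these genes, and none changed by 2-fold.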

In our case, the expression of these genes was not significantly altered, except for *Egr1* and *Hes1*, which were upregulated in the *Adar1* mutants relative to controls. Although the phenotypes are very similar, these observations suggest that the underlying molecular mechanism is different. In the mutants presented here, additional deregulated expression of *Pou3f1*, *Pou3f2*, *Tfap2a, Tfap2b, Myc*, and *Cebps* transcription regulators known to play key roles in SCs or early NC development was noticed. 

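Of 6 *Cebp* genes examined, *Cebpb*, *Cebpd* and *Cebpg* passed the threshold. *Cebpd* (GSMG0014713, chromosome 16, 15887006 to 15891031) rose from 1129 ± 128 to 8686 ± 56 (log2 fold change 2.95, standard error 0.11, adjusted p = 2.03e-06). *Cebpb* rose from 729 ± 174 to 4500.4 ± 231 (2.65, adjusted p = 2.15e-05) and *Cebpg* from 2104 ± 726 to 10959 ± 609.9 (2.43, adjusted p = 6.88e-05). *Cebpa* and *Cebpz* changed by less than 2-fold, at 0.82 (adjusted p = 0.0254) and 0.53 (adjusted p = 0.0054). *Cebpe* had values of 4.44, 0 and 0 in the controls and 0, 42.5 and 7.91 in the mutant-labelled libraries, overlapped between genotypes (adjusted p = 0.324) and passed only without mutant replicate 1.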

Whether their deregulation is a cause or a consequence of the observed alterations is under investigation.

Interestingly, 34% of the RNA transcripts deregulated upon *Adar1* deletion are also deregulated upon nerve injury^39,40^. Injury-induced SCs reprogramming involves the downregulation of myelin genes and upregulation of immature SCs markers. In our case, however, some (but not all) early markers were more likely maintained and the myelin genes not induced. An additional specific molecular signature appears during injury, including (1) upregulation of neurotrophic factors promoting survival of the injured neurons; (2) upregulation of the expression of cytokines as part of the innate immune response; and (3) activation of a cell-intrinsic myelin breakdown process (autophagy)^25^. We also observed increased expression of *Shh, Gdnf, Nrg1 Artemin, Fgf5, Vgf, Btc,Tnf*, and *Edn1* in *Adar1* mutants. 

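*Nrg1* (GSMG0038251, chromosome 8, 31817756 to 32009493), which 1 other gene overlaps on its strand, had values of 0, 15.1 and 7.6 in control-labelled libraries and 983 ± 127 in mutant-labelled ones (log2 fold change 7.56, standard error 0.90, adjusted p = 0.000403). *Btc* (GSMG0030723, chromosome 5, 91357261 to 91402995) rose from 60.6 ± 6.41 to 1572 ± 396 (4.65, adjusted p = 6.97e-06) and *Tnf* from 61.2 ± 28.3 to 212 ± 22.6 (1.87, adjusted p = 0.00521). *Edn1* (GSMG0009688, chromosome 13, 42301476 to 42307994) was higher in every mutant-labelled library, from 316 ± 125 to 751 ± 277 (1.26, standard error 0.39, adjusted p = 0.0364), and was no longer past the threshold without control replicate 3 or without mutant replicate 3.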

Because some of these (e.g. *Nrg1* and *Edn1*) are known to support SCs survival^24,49,50^, this upregulation may explain why *Adar1* mutant SCs escape the massive cell death encountered in melanocytes. In our case, the inflammatory response was triggered by A-to-I RNA editing alterations (see below), but no or limited recruitment of immune cells was observed. Of note, *Dgcr8* mutants, but not *Egr2* mutants, also show upregulation of an injury-related gene expression program^42^. In addition to epigenetic mechanisms^28,38,39^, RNA editing could therefore be involved in the control of injury-related gene expression programs. As for the *Dicer* and *Dgcr8* mutants, it would be of specific interest to test the function of ADAR1 in myelin maintenance under standard conditions or stress paradigms.

As in other tissues, analysis of the differentially expressed mRNAs using the interferome database additionally showed 75% of them to be within or associated with IFN type 1 or 2 signaling pathways^34^. However, analysis of liver from mutant mice revealed ISGs signature is not systemic, suggesting that activation of at least part of these ISGs is intrinsic to/specific for NC derivatives. SCs and melanocytes, which are typically nonimmune cells, indeed possess the capacity to elicit innate immune response by expressing a large number of innate immune genes in response to infections^51,52^. It is however difficult to ascertain the causality of such a large number of genes and identify primary versus secondary events in the phenotype genesis. Nevertheless, some of these ISGs are early NC expressed genes or negative regulators of myelination, and/or are part of the injured response described above, suggesting that chronic activation of some of them may dysregulate the balance between positive and negative regulators of myelination, explaining the observed blockade of myelination. 

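*Soat2* (GSMG0013683, chromosome 15, 102150575 to 102163458) rose from 26.6 ± 4.83 to 2557 ± 291 (log2 fold change 6.54, standard error 0.21, adjusted p = 1.35e-06). *Vgf* (GSMG0029928, chromosome 5, 137026392 to 137033351) was found in 1 of the 3 control-labelled libraries, at 17, and at 497 ± 134 in mutant-labelled ones (7.53, standard error 1.06, adjusted p = 0.000941). *Ch25h* rose from 16.7 ± 12.6 to 243 ± 49.4 (4.22, standard error 0.74, adjusted p = 0.00301). Of the genes in Supplementary Data 2, 358 changed over 5-fold in the listed direction.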

Of interest, 61 genes known to be transiently expressed after injury are abnormally maintained in mutants with a fold-change > 5, including *Soat2, Vgf*, *Egr1*, *Ch25h*, which have known functions in myelination/demyelination processes (Supplementary Data 2, genes in red). Their deregulation could therefore participate to the phenotype genesis.

Sixty A-to-I (G) editing sites were also specifically altered in mutants within or near 57 different genes. Whereas genome-wide analysis of the in vivo substrates of ADAR1 previously led to the identification of clustered editing within long dsRNA stem loops within the 3′ untranslated regions of endogenous transcripts^9,10^, no such enrichment was observed here. Association between each of the concerned genes and SCs alterations seems also very limited. Although the identification of unedited RNA at the origin of any of the observed phenotypes will require further validation, we propose that their recognition by MDA5 is (as in other tissues) part of the pathogenic pathway^10^. Indeed, (i) extinction of *Ifih1* partially rescued the differentiation of *Adar1* mutant SCs in vitro, (ii) Sh-*Ifih1* at least partially rescued melanocytes defects of *Adar1* mutants in vitro, (iii) reinterpretation of the phenotype of *Adar1;Mavs* and *Adar1;Ifih1* double mutants in light of our results revealed no pigmentation anomalies (refs. ^11,12,45^ and D. Stetson, personal communication).

Although both Cre lines used allow deletion of *Adar1* in a large number of NC derivatives, it is striking that the alterations mainly affect melanocytes and SCs (no major or incomplete penetrant alterations of other NC structures identified to date) and could be observed only from E18.5 onwards. The trans-regulators that trigger the deregulation of RNA editing or the activation of cell-specific RNA species that initiate MDA5-mediated IFN production from E18.5 remain to be identified.

Beyond the description of the mouse phenotype, our results could help further extend the clinical spectrum associated to *ADAR1* mutations in human. Only one patient with AGS due to *ADAR1* mutation has been reported to present with associated peripheral neuropathy^13^. Data presented here suggest that neuropathy could have been overlooked considering the extreme disability of most patients. An oriented neurological evaluation of patients with AGS syndrome and *ADAR1* mutations is therefore needed to answer this question.

Our study also further expands our knowledge of the processes that drive DSH in humans^16,19,53,54^. Although the number of DSH patients with *ADAR1* mutations is increasing, very few studies have focused on the origin of the observed alterations^19,53,54^. Two reports showed a decreased number of melanocytes in hypo-pigmented regions^19,55^ along with immature melanosomes, numerous vacuoles and signs of degenerative mitochondria^53^. We show here that the depigmentation identified upon *Adar1* deletion is due to a massive reduction in the number of melanocytes through apoptosis. Our results also recall observations made in the hyper-pigmented regions of DSH patients. In these regions, the melanocytes were reported to be enlarged, containing numerous and elongated dendrites, said to increase their functionality. In the present mouse model, the very few surviving *Adar1* mutant melanocytes were also enlarged relative to controls and produce melanin (legend of Fig. 2d). Whether their functionality is modified is yet to be determined. Despite these overall similarities, timing of the pigmentation defects seems to differ between species (depigmentation during infancy in humans versus loss of melanocytes before birth in mice). However, recent publications suggest that *ADAR1* mutations can also be associated with DSH from birth^56^. Aside DSH, similar findings are frequently observed in other inflammation-associated pigmentary disorders, including vitiligo^57^, opening the possible involvement of *ADAR1* and alterations of A-to-I editing in this disorder.

In conclusion, we highlight the function of ADAR1 in the development of melanocytes and SCs. Overall, our results suggest that this enzyme safeguards these NC-derived cells from unwanted MDA5-mediated IFN production and chronic ISG upregulation, with implications for the human diseases caused by *ADAR1* mutations, NC development and NC-linked-disorders.

## Methods

### Mice, genotyping and global phenotype analysis

The mouse models used in this study were: (i) B6.129-Adar^tm1knk^/Mmjax, a model purchased from the Jackson Laboratory (stock number 34619-JAX, here referred as Adar1^fl/fl^), (ii) Gt(ROSA)26Sortm1(EYFP)Cos^32^ (referred as R26R); (iii) Tg(PLAT-Cre)116Sdu^31^ (referred as HtPA-Cre), and (iv) Wnt1-Cre driver^33^.

Cre-floxed systems for gene deletion were used to get animals of interest. Breeding of *Adar1*^*fl/fl*^ with R26R was first performed to obtain animals homozygous at both loci. Those were subsequently crossed with HtPA-Cre or Wnt1-Cre drivers to generate *HtPA-Cre;Adar1*^*fl/+*^*;R26R* or *Wnt1-Cre;Adar1*^*fl/+*^*;R26*R animals. Each of these were then crossed with *Adar1*^*fl/fl*^*;R26R* to generate progenies of different genotypes (*HtPA-Cre; Adar1*^*fl/fl*^*;R26R or Wnt1-Cre; Adar1*^*fl/fl*^*;R26R*) referred as mutants; wild-type (*Adar1*^*fl/fl*^*;R26R or Adar1*^*fl/+*^*;R26R*) and heterozygous for *Adar1* (*HtPA-Cre; Adar1*^*fl/+*^*;R26R or Wnt1-Cre;Adar1*^*fl/+*^*R26R*). Tails biopsies were used to perform DNA extraction making use of the direct PCR lysis reagent for Tail (Viagen) and subsequent genotyping. All primers purchased from Eurogentec and PCR primers are reported in Supplementary Table 2. The study complies with all relevant ethical regulations for animal testing and research. Indeed, experiments were done in accordance with the Institutional Animal and Use Committee guidelines of the Institut National de la Santé et de la Recherche Médicale (INSERM). The study received ethical approval from the Comite d’Ethique pour l’experimentation Animale (C2EA-12-035 and 16-097) and deposited under APAFIS 9783 number 2017022215395397.

### Histology and electronic microscopy

Tissues (sciatic nerves, skin, gut and heart) were dissected and fixed in 4% paraformaldehyde, paraffin-embedded cuts and stained with hematoxylin and eosin. Alternatively, fixed tissues were frozen in Optimal Cutting Temperature media (OCT, Sakura), cut into 8 μm sections and used for immunofluorescence experiments. Skeletal preparations were performed on P4 controls and mutant embryos by Alcian Blue and Alizarin red. Briefly, the mice at P4 were eviscerated, fixed overnight in ethanol and then macerated in acetone for 24 h. The fixed fetuses were stained with Alcian Blue 8GX (150 mg/l in 80% ethanol, 20% acetic acid) for 48 h at 37 °C, washed in 70% ethanol for 8 h and cleared in 1% KOH overnight. They were then incubated in Alizarin Red S (50 mg/l in 2% KOH) for 6–8 h, cleared in 1% KOH and stored in 50% glycerol before observation.

For electron microscopy, mutant and control sciatic nerve samples were collected and fixed at 4 °C in 2.5% glutaraldehyde in sodium cacodylate buffer, rinsed and post fixed at 4 °C in a 1% osmium tetroxide solution. Samples were then dehydrated in graded alcohol and acetone baths and embedded in epoxy resin. After polymerization (for 48 h at 60 °C), samples were removed. Semi-thin transverse sections (1.5 μm) were stained with toluidine blue and ultrathin sections were stained with uranyl acetate and lead citrate and observed through a JEOL electron microscope. The number of myelinated nerve fibers in each nerves was counted manually on semi-thin transverse sections. The SCs count was performed manually based on photographs of nerve biopsy (electron microscopy) of control and mutant mice at each stage of development and reported to the surface studied to determine a density of cells per mm^2^. On these same EM pictures, after having identified myelinated nerve fibers (and nerve fibers in the process of myelination), the size of their axons was measured for each of them using ImageJ freeware (National Institutes of Health, USA).

### Immunofluorescence and immunohistochemistry

Frozen sections were blocked in PBS + 0.1% Triton X-100 (PBT) for 1 h. Primary antibodies were diluted in blocking solution (PBT + 1% BSA + 0.15% glycine) as follows: cleaved-Caspase-3 (casp3, D175, lot 43, rabbit, Cell Signaling Technologies, 1:200 dilution), Mbp (SMI 94R-0100 lot E10172EF, mouse, Covance, 1:1000 dilution), GFP (A11122, lot 1891900, rabbit, Invitrogen, 1:1000 dilution), CD45 (14-045-185 C30F11, Rat, Invitrogen, 1:100 dilution) and F4/80, CD11b, CD68 cocktail (MCA497, MCA74G, MCA1957, Rat, Bio-Rad, 1:200 dilution) and incubation performed overnight at 4 °C. After several washes, slides were incubated with secondary antibody (anti-rabbit alexaFluor555, anti-mouse alexaFluor488, anti-rat Cy3 or anti-rabbit alexaFluor488, Invitrogen, 1:500 dilution each) for 2 h before final washing. For dorsal root ganglia (DRGs) cultures, cells were fixed in 4% PFA for 10 min and immunostained using the same procedure with TuJ1 (MMS-435P, lot TU17044, mouse, Eurogentec, 1:1000 dilution) and Mbp (ab40390, Rabbit, Abcam, 1:200 dilution). Secondary antibodies used were as follows: anti-mouse alexaFluor 488 and anti-rabbit alexaFluor 555 (Invitrogen, 1:500 dilution each). Preparations were then mounted using Vectashield containing DAPI (Vector laboratories) and observed using Spinning Disk from Zeiss.

### Quantitative real-time PCR

Skin, sciatic nerves, heart, gut, mandible and liver from P4 and newborn animals or E16.5 and E18.5 embryos of different genotypes were dissected and total RNA extracted using RNeasy Mini or Micro kit (Qiagen) according to the manufacturer’s instructions. After DNAse treatment, concentration and quality of RNA was determined using the NanoDrop (Thermofisher) and Xpose (Trinean) apparatus. cDNA was synthesized using the Maxima First Strand cDNA Synthesis. Quantitative real-time PCR (qPCR) was performed using the Maxima SYBER green/ROX qPCR Master Mix X2 (all from Thermofisher) and amplified using Mastercycler® RealPlex^2^ (Eppendorf). The relative abundance values of each amplification product were normalized to the internal control β-actin, and mRNA expression levels in mutants expressed relative to controls. PCR primers are reported in Supplementary Table 3.

### RNA-seq library preparation and sequencing

Total RNAs of sciatic nerves were isolated using the RNeasy Kit (Qiagen) including a DNAse treatment step. RNA quality was assessed using RNA Screen Tape 6000 Pico LabChips with the Tape Station (Agilent Technologies) and the RNA concentration was measured by spectrophometry using Xpose. RNA-seq libraries were prepared starting from 60 ng of total RNA using the Universal Plus mRNA-Seq (Nugen) as recommended by the manufacturer. The oriented cDNA produced from the poly-A + fraction were PCR amplified (15 cycles). An equimolar pool of the final indexed RNA-Seq libraries was sequenced on an Illumina HiSeq2500 (paired-end reads 130 bases + 130 bases). A mean of 124 millions of passing filter paired-end reads was produced per library sample (with a minimum of 103 million and a maximum 158 millions).

### RNA-seq alignment and bioinformatics data analysis

RNA-Seq data analyses were performed by GenoSplice [https://www.genosplice.com/]. Sequencing, data quality, reads repartition (e.g., for potential ribosomal contamination), and insert size estimation were performed using FastQC, Picard-Tools, Samtools and rseqc. Reads were mapped using STARv2.4.0^58^ on the mm10 Mouse genome assembly. Gene expression regulation study was performed following classic scheme^59–61^. Briefly, for each gene present in the Mouse FAST DB v2018_1 annotations, reads aligning on constitutive regions (that were not prone to alternative splicing) were counted. Based on these read counts, normalization and differential gene expression were performed using DESeq2^62^ on R (v.3.2.5). Only genes expressed in at least one of the compared experimental conditions were further analyzed. Genes were considered as expressed if their rpkm value was greater than 97.5% the background rpkm value based on intergenic regions. Results were considered statistically significant for *p* values ≤ 0.05 and fold-changes ≥ 2.0 in mutants compared to controls. 20.1% of the expressed genes (3009/14402) were thus found up- or downregulated in mutants versus controls. GO term and pathway analysis were subsequently performed on this list, making use of KEGG, REACTOME, and Ingenuity pathway analysis. We sought A-to-I (G) RNA variants using union of results from GATK HaplotypeCaller and RED-ML^63^ on minimal total coverage in all samples ≥ 10 reads. A to G RNA variants were annotated using VEP and filtered if they correspond to already known genomic variant from dbSNP142, and retained if % editing level was significantly reduced in mutants compared to control samples (*p* ≤ 0.1). To check if editing sites were previously reported, we used the RADAR or DARNED databases [https://rnaedit.com] and [https://darned.ucc.ie]. Several of these were found similarly altered in independent set of four control and mutant samples.

### Mixed SCs and NC cultures and rescue experiments

DRGs cultures were prepared from isolated DRGs of E13.5 embryos. Briefly, dissociated cells were plated at a density of 4 × 10^4^ cells per 13 mm coverslip coated with Matrigel (BD Biosciences) and poly-d-Lysine (Sigma). Cells were kept in neurobasal medium supplemented with B-27, penicillin/streptomycin, glutamax (from Gibco life Technologies) and 50 ng/ml NGF (PreproTech) for 2 days, and then in basal medium supplemented with glutamax, d-glucose, BSA, P/S, ITS and NGF for seven additional days as in ref. ^44^. Cells were then maintained for 10–13 additional days in medium supplemented with 50 µg/ml L-ascorbic acid (Sigma), 15% heat inactivated calf serum and 5 µg/ml heparin (Sigma) to induce myelination, before fixation.

Neural tube explants were obtained from E9.5 embryos and plated on six-well plates coated with 20 µg/ml of human plasma fibronectin (GIBCO BRL) diluted in PBS. The basal culture medium consisted of F12 medium supplemented with 10% fetal calf serum, 16 nM TPA (Sigma), 2 μg/ml [Nle4, D-Phe7]-a-MSH (Sigma) and Edn3 at a concentration of 3 nM^64^. Medium was changed every second to third day for a period of 21 days to allow melanocytes differentiation and melanin production before fixation.

Three days after neural tube explants seeding or before myelination induction, cells were infected with pLKO ShRNA targeting *Ifih1* (TRCN0000103646: 5′-CCACAGAATCAGACACAAGTT-3′) or control ShRNA (SHC002V) (Sigma) with a multiplicity of infection (MOI) of 2. Infection was performed using standard procedure. We chose this strategy because lentiviral ShRNA-mediated KO is efficient in SCs and this specific Sh-*Ifih1* was previously used with success in *Adar1* mutant hematopoietic stem and progenitor cells^10^.

### Statistical analysis

All analyses were done using Graphpad Prism 6.0. Data are presented as mean ± SEM in the graphs and were analyzed using unpaired two-tailed Student’s *t* test for simple comparison or one-way ANOVA for multiple comparisons. *p* < 0.05 was considered statistically significant. *p* values were as follows: not significant (ns) >0.05, *<0.05, **<0.01, ***<0.001. Fisher Exact test was used to delineate data overlap presented in Venn diagrams of Figs. 5 and 6. For distribution plots presented in Fig. 4 and Supplementary Fig. 4, the Kolmogorov–Smirnov test was used for statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data that support the findings of this study are all available within the text, supplementary, or source data files. The source data underlying Figs. 2b, c, 3a–e, 4d–f, 5b, 6b, 7b, c, and Supplementary Figs. 1a, 2, 3, 4c, 5a–c, 6b, 7a–c, 8 are provided as a Source Data file. The RNA-seq datasets generated during the study have been submitted to the [GEO] repository and accepted under [GSE127795]. The datasets reanalyzed for comparison purpose are [E-MTAB-5633] in Array Express [https://www.ebi.ac.uk/gxa/experiments/EMTAB-5633?ref=aebrowse] and [GEO] database [accession #GSE33454] provided in refs. ^39,40^.

## Source data

Source Data

# Supplementary material for: ADAR1 mediated regulation of neural crest derived melanocytes and Schwann cell development
**Source:** Nat Commun. 2020 Jan 10;11:198. doi: 10.1038/s41467-019-14090-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: List of genes found deregulated  $\geq 2$ fold in *Adar1* mutants relative to controls.

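Supplementary Data 1 lists, for each gene, the ratio of the mutant to the control mean and the p-values of the paper's comparison. The part used here holds 1664 raised genes and 335 lowered ones, and all were matched to the table by position. The paper gives 1345 lowered genes, so most of the lowered ones are not covered. The list was drawn from the same libraries, so the counts below are shared calls and no independent test. limma placed 1632 of the raised genes (98.1%) and 333 of the lowered ones (99.4%) past the threshold in the same direction, and DESeq2 on the recovered reads placed 1656 and 333 there. For 1984 genes a ratio of means could be formed, and 1951 of them lay within 0.05 of the listed ratio on the log2 scale.

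**Figure D3:**
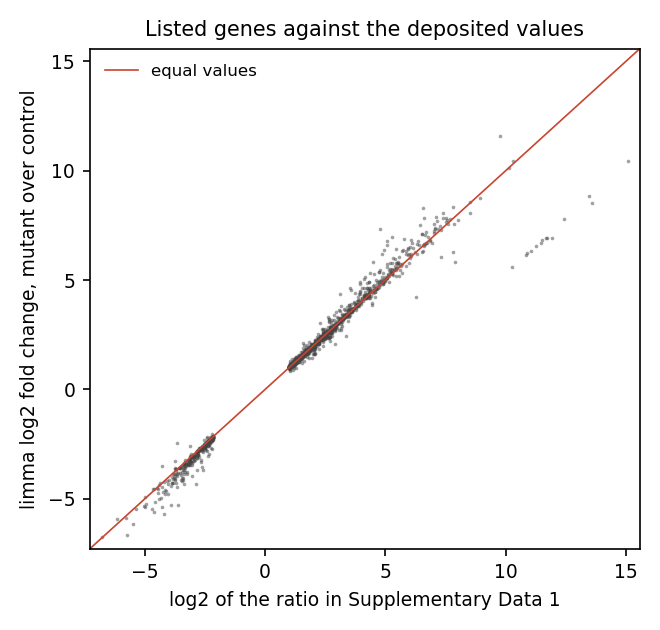
log2 of the ratio in Supplementary Data 1 (horizontal) against the limma log2 fold change of the deposited values (vertical), 1 point per gene, with a line of equal values. Most points lie along the line.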

File name: Supplementary Data 2

Description: List of genes involved in repair process found deregulated  $\geq 2$ fold in *Adar1* mutants relative to controls. 

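The list names, for each repair gene, the days after injury at which other studies found it changed, and whether it is in the interferome database. In the list, 302 genes carry day 1, 317 day 5 and 840 day 7, and a gene can carry several days. Of these, 299, 313 and 828 passed the threshold in the listed direction, and 897 of all listed genes are marked as interferon-regulated.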

The last column shows results from references 39 and 40. J1 to J7 indicates the day post injury and the last column indicates if genes are within the interferome database.

File name: Supplementary Data 3

Description: List of edited sites found in controls and reduced in mutants. 

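Each line of this list is an A-to-G difference between RNA and the mm10 genome, the form in which sequencing reads show inosine. The editing level is the share of reads with G at the site, and the authors kept sites at which it was reduced in mutants. The deposited table of gene values holds no reads per site, so these levels were not analysed here.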

Selection criteria were 1) Min total coverage in all samples  $> 10$ ; 2) A>G variant only (RNA level); 3) Not in dbSNP142; and 4) p value  $< 0.1$ . Each of the columns represent Chromosome position, position using reference mm10 genome, the modification, their previous identification in different databases (1 yes, 0 no), the mean cover of concerned regions and the mean % of editing, the p value, the % of editing within each samples (controls C or mutants M), the consequences of each modification, the name of the gene and the expression profile of the gene compared to RNAseq data presented (up: upregulated, down:downregulated). Presence in the Interferome database is noted IRG.

How the deposited data were processed for this re-analysis (not part of the article)

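The authors deposited 1 processed table with a signal per gene and library, which holds counts of reads divided by DESeq2 size factors. Dividing each library by its value of a single read gave whole numbers for 100% of the values, and these reads were used for edgeR and DESeq2. The groups are the genotypes named in the sample labels, with 3 libraries each, and the replicate numbers come from the labels too. The numbers stand for different animals, so the comparison did not treat them as pairs.

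log2(value + 1) was fitted with limma (lmFit, then eBayes with trend) as mutant minus control for the 25802 genes with a mean value of at least 10 in at least 1 genotype. A gene passed the threshold with an unadjusted p at or under 0.05 and a change of at least 2-fold, the limits that the paper states, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, and the value given for a set is the median log2 fold change of its genes. Adjusted p-values of sets cover the 3 sets of the interferon, myelin and cholesterol comparisons, or the 19 marker sets. The genes named are those that the paper names, the members of gene sets written in advance, and the 10 with the largest rise and the 10 with the largest fall among the genes past the threshold whose values did not overlap between genotypes.

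Each result was also computed under 13 other settings and with each of the 6 libraries left out in turn. The settings were pseudocounts of 0.1 and 10, other filters on low values, rescaling to the same total or the same 75th percentile, TMM factors, eBayes without trend, an adjusted p at or under 0.05, edgeR's quasi-likelihood test, DESeq2, and a block for the replicate number. A setting that keeps the 14402 genes with the highest mean was added after the main count was seen. The expression filter of the paper's methods compares genes with intergenic regions, whose reads the table lacks, so it was not applied.

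A self-test added changes to 200 genes of simulated counts, 193 of which passed the filter. limma placed 167 of them (86.5%) and 530 of 24352 unchanged genes (2.18%) past the threshold. With an adjusted p at or under 0.05, limma called 120 changed genes and 6 unchanged ones. edgeR placed 175 and DESeq2 176 of the changed genes past the threshold, along with 556 and 605 unchanged ones. With an adjusted p at or under 0.05, edgeR called 120 changed and 5 unchanged genes, and DESeq2 143 and 41. A set without change had a camera p of 0.879.

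Editing, splicing, Gene Ontology terms, pathways and the interferome database were not analysed here, and the values of some single genes are not reported here. R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and data.table 1.17.8 was used, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.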

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

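The tests of other scalings, of the spread over mutant-labelled libraries, of paralogs and of the authors' expression filter in this part were chosen only after the results were seen.

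5 gene sets that the paper does not report as sets changed in mutant-labelled libraries, as did genes outside its list. The paper does show some of their members, such as *Ifih1* in Fig. 5b and *Eif2ak2*, *Ddit3* and *Trib3* in Fig. 5g, where other muscle genes are shown too. The chondrocyte, erythrocyte and Schwann cell identity sets also had an adjusted p at or under 0.05 and are described further below. So did 6 SREBP2 genes other than the enzymes, with a median log2 fold change of -1.40 (adjusted p = 0.000146 from limma's camera). The MHC class I set holds genes of antigen presentation besides *H2-K1* and *H2-D1*. It had a median log2 fold change of 4.46, and 9 of 9 genes passed the threshold (adjusted p = 6.07e-07, higher in 3 of 3 mutant-labelled libraries). The lowest median over the 3 other scalings was 4.39, with adjusted p-values of at most 4.33e-06, and 4.44 with every library thinned to the smallest number of reads. The median was lower with edgeR (3.79), with DESeq2 (3.804) and without control replicate 3 (3.96). None of 10000 random lists matched on mean value, GC content and transcript length had a median as large (0%). *H2-K1* and *H2-D1* have near-identical copies, and the members without such copies had a median of 3.88. The range of the set over the mutant-labelled libraries was 0.0504 of that of the skeletal muscle markers. This set and the RNA sensor set were counted with the interferon-stimulated genes in the test of spilled-over reads further below. They need not be separate from the interferon response.

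RNA sensor genes had a median of 4.42 (adjusted p = 7.81e-05, higher in 3 of 3 mutant-labelled libraries), and 6 of 7 passed the threshold. The exception was *Mavs* (-0.20), which encodes a signaling protein and no sensor. The median was at least 4.35 over the other scalings, with adjusted p-values of at most 9.22e-05, and 4.405 after thinning, while it was 4.00 without control replicate 3 and 4.31 with edgeR. The share of random lists with a median as large was 0%, and the range over mutant-labelled libraries was 0.129 of that of the muscle markers. The smallest adjusted p of the leukocyte, macrophage and lymphocyte sets was 0.378, while 6 of 12 macrophage, 3 of 9 lymphocyte and 2 of 8 leukocyte markers passed the threshold, 4 of the macrophage markers as lower and the others as higher.

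Genes of the integrated stress response had a median of 3.17 (adjusted p = 9.48e-12, higher in 3 of 3 mutant-labelled libraries), with 19 of 20 higher and 14 past the threshold. The median was at least 3.10 over the other scalings, with adjusted p-values of at most 5.82e-11, and 3.12 after thinning, while it was 2.98 with a pseudocount of 10. No random list (0%) had a median as large, and the range over mutant-labelled libraries was 0.0893 of that of the muscle markers. The 17 ATF4 targets other than *Trib3*, *Fgf21* and *Chac1*, which 1 other gene overlaps on its strand, had an adjusted p of 1.82e-09. These are most of the genes of the set, so this cannot tell an activation of ATF4 from another origin of the rise.

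p53 target genes had a median of 0.85 (adjusted p = 7.81e-05, higher in 3 of 3 mutant-labelled libraries), with 12 of 14 higher and 7 past the threshold, 6 of them higher and 1 lower. *Cdkn1a* changed by 0.01. The median was at least 0.78 over the other scalings, with adjusted p-values of at most 0.000125, and 0.85 after thinning. Of the random lists, 0.03% had a median as large, and the range over mutant-labelled libraries was 0.0536 of that of the muscle markers. The rise of the targets alone cannot tell an activation of p53 from another origin.

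Skeletal muscle markers had a median of 2.61 (adjusted p = 0.00295, higher in 3 of 3 mutant-labelled libraries), with 10 of 10 higher and 9 past the threshold. Their median log2 values, relative to the control mean, were 0.89, -1.37 and 0.56 in control replicates 1, 2 and 3 and 2.43, 1.33 and 4.07 in mutant replicates 1, 2 and 3. The median was at least 2.55 over the other scalings, 2.62 after thinning and 1.81 without mutant replicate 3, and no random list (0%) had a median as large, while the set no longer passed with DESeq2 on the recovered reads (2.78). The rise of the markers alone cannot tell muscle carried over in the dissection from another origin.

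Outside the paper's list, 1948 genes passed the threshold and were higher in mutant-labelled libraries. Of these, 84.2% lay outside the 14402 genes with the highest mean, so the authors' expression filter may account for most of them, and their median mutant mean was 50.1 against 1034 for listed genes. Over the other scalings at least 1831 passed, and 1847 passed after thinning. DESeq2 on the recovered reads placed fewer of them past the threshold, 1682, against 1626 of the 1632 listed genes. A 4-fold range over the mutant-labelled libraries in the order of the muscle markers was seen in 3.18% of them, that is in 19.7% of the 314 with such a range, where chance gives 16.7%.

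Of the 4 splits of the libraries into 3 and 3 that part all same-numbered pairs, only the genotypes (1 of 4) gave as many of the 19 marker sets past the threshold, 9, and the others gave 6, 6 and 5. A split that parts 1 pair, control replicates 1 and 2 with mutant replicate 2 against the rest, also gave 9. The smallest share that 4 splits allow is 1 of 4, so this comparison by itself cannot tell these patterns apart from a chance split of 3 libraries against 3.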

How the results depend on the processing

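The settings compared here were chosen before the data were examined, apart from the setting that keeps the 14402 genes with the highest mean, which was chosen after the main count was seen.

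Of the 11 results that answer a comparison, only the interferon, myelin and cholesterol gene sets have a direction. These sets kept it, and their side of the limit, under the 19 planned settings. The other results are counts, which were called the same if they stayed within a margin of the main count. All 209 values were the same in this sense, which for counts does not mean equal numbers. Genes past the threshold numbered 4706 to 6892, and 5743 to 6334 across the 6 fits that each left out a library. edgeR gave 5805, DESeq2 6035, TMM factors 6246, the same 75th percentile 6275 and the same total 6407. The setting with the 14402 highest-mean genes gave 3298, 1754 higher and 1544 lower.

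Across the same 6 fits, the interferon signature had medians from 6.80 to 7.41, myelin genes from -4.03 to -2.90 and cholesterol genes from -2.87 to -2.71. Regulators changed over 5-fold numbered 63 to 68, repair genes 965 to 999, single genes 38 to 42 and marker sets 9 to 10, and all 20 EMT genes passed in each fit.

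The replicate numbers gave little pairing. The correlation of log2 values, centred within genotypes, of same-numbered pairs across genes was -0.036 on average (-0.062, -0.055 and 0.009) against 0.018 for other pairs. With the replicate block, 6149 genes passed, 3560 higher and 2589 lower, and the endothelial markers (0.50) passed.

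Other results changed sign. With the same total, which moved the median of all tested genes from 0.03 to 0.19, *Notch1* was 0.16, *Notch3* 0.13, *Ngfr* 0.16, *Ccnd1* 0.12 and the proliferation set 0.15. With the same 75th percentile, which moved that median to -0.03, *Cdkn1a* was -0.06, the macrophage set -0.0631, the perineurial set -0.0213 and the LXR target set -0.0208. With TMM factors, which moved it to 0.04, *Notch1* was 0.00296 and *Ngfr* 0.00363. These values lay close to 0 and turned with the shift of all genes. edgeR gave 0.0128 for *Notch1*, 0.00634 for *Ngfr*, 1.56 for the adipocyte set and 0.0252 for the proliferation set, and DESeq2 gave 0.00431 for *Notch1*, 1.58 for the adipocyte set and 0.02 for the proliferation set, and the cause was not tested. The keratinocyte set was -0.59 with a mean of at least 50 and with the 14402 highest-mean genes, which leave out its members with low values.

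Other results crossed the threshold without a change of sign. *Pmp2* no longer passed with a pseudocount of 0.1, with the same total, without the trend in eBayes, with an adjusted p at or under 0.05, with edgeR or with DESeq2, and *Hey2* no longer passed without the trend or with an adjusted p at or under 0.05. *Met* passed with the same total, edgeR and DESeq2. *Twist1* no longer passed and *Ebp* passed with the same 75th percentile. The endothelial set passed with a pseudocount of 10, with no filter on low values, with the same total (0.67), with TMM factors (0.51) and with edgeR (0.49). The skeletal muscle set no longer passed with DESeq2 (2.78).

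*Cebpe* had no value with a mean of at least 10 over all 6 libraries, with a mean of at least 50 or without mutant replicate 2. With the 14402 highest-mean genes, *Pax3*, *Tfap2b*, *Artn*, *Wif1*, *Ifna4* and other genes with few reads, and the lymphocyte set, had no value.

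With each library left out, the ranges that spanned 0 were -0.14 to 0.0840 for *Notch1*, -0.22 to 0.15 for *Notch3*, -0.0483 to 0.21 for *Notch4*, -0.0649 to 0.0566 for *Ngfr*, -0.12 to 0.0679 for *Ccnd1*, -0.0199 to 0.53 for *Adarb1*, -0.0631 to 0.10 for *Cdkn1a* and -0.0165 to 0.22 for *Cdh19*. For sets they were -0.0930 to 0.14 for macrophages, -0.0760 to 0.99 for lymphocytes, -2.81 to 0.92 for adipocytes, -0.17 to 0.25 for the perineurium, -0.25 to 0.20 for proliferation and -0.10 to 0.20 for LXR targets. In these fits, 13 single-gene values became weaker and 4 stronger, and 4 marker-set values became stronger. *Pmp2*, *Hey2*, *Twist1* and *Edn1* were among the weaker, and *Met*, *Ebp* and *Cebpe* among the stronger.

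The recovered reads of a library numbered 50938349 to 78250094 on genes. For genes with at most 3 reads in each library of a genotype, this depth limits a fold change to a lower bound.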

Differences from the paper's values

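The paper's count of genes changed by at least 2-fold is 3009, with 1664 higher and 1345 lower, and the counts here were 6251, 3580 and 2671. None of the 19 alternatives set before the data were examined closed these gaps. The setting that keeps the 14402 genes with the highest mean, chosen after the values were seen, gave 3298, 1754 and 1544.

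The paper's number of expressed genes is 14402, and 25802 genes were tested here. With a mean of at least 50 in at least 1 genotype, 18619 genes were tested, still more than in the paper but within the margin used to call a difference, and each other alternative set before the data were examined left at least 24187.

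The paper's depth is an average of 124 M paired-end reads passing filter in a library, from 103 M to 158 M. The reads on genes were 61.6 M on average, from 50.9 M to 78.3 M, and no alternative changes them. These are different measures, and the values do not show whether both reads of a pair were counted. The gap therefore need not be a difference in depth.

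The paper states that *Pax3* was not significantly altered, and it passed the threshold here with a log2 fold change of 2.46. *Pax3* was not tested with the 14402 highest-mean genes, a setting chosen after the values were seen. The paper also states this for *Sox10*, *Egr2*, *Id2*, *Nfkb1* and *Yy1*, which changed by less than 2-fold and did not pass the threshold here either. Their adjusted p-values were 0.00874, 0.00989, 0.0139, 0.000447 and 0.0275. The paper lists *Met* as raised, and its log2 fold change was 0.99, below 2-fold, while its ratio of means was 2.03. *Met* passed with the same total (1.16), edgeR (1.03) and DESeq2 (1.02), and without control replicate 2 (1.04) or mutant replicate 2 (1.21). *Hey2*, which the paper lists as raised, also passed the threshold here, with a ratio of means of 4.67. Its genotypes overlapped, however, and the adjusted p was 0.0628. The paper names *Cebps* as deregulated, and *Cebpa*, *Cebpz* and *Cebpe* did not pass the threshold, with *Cebpe* passing without mutant replicate 1 (3.48).

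The paper places *Gdnf* among the genes with the largest rises in Fig. 5c, and its rank here was 69. It came at rank 31 with a pseudocount of 10, 434 with a pseudocount of 0.1, 206 with DESeq2 and 361 with edgeR. *Shh*, at rank 46, came at 76, 95, 211 and 338 there. Leaving out a single library moved *Shh* to rank 11 (without control replicate 3) or 125 (without control replicate 1). The rank of *Gdnf* then ran from 65 to 94. The paper places myelin genes among those with the largest falls, and *Mbp* came at rank 34. It came at 6 with a pseudocount of 10, 235 with a pseudocount of 0.1, 158 with DESeq2 and 151 with edgeR. Its rank was 24 without mutant replicate 1 and 80 without mutant replicate 2.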

Other observations

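The tests of spilled-over reads, of erythrocyte, adipocyte and graded myelin transcripts, of the labels, of *Adar* induction, of the order of higher genes, of myelin genes under other scalings, and of other splits for the higher, lower, interferon, myelin and cholesterol results were chosen only after the results were seen.

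Of the 10 splits of the 6 libraries into 3 and 3, 4 part all same-numbered pairs. Only the genotypes (1 of 4) gave a result as large for genes past the threshold, for genes higher, for genes lower, for the interferon signature, for myelin genes, for cholesterol genes, for regulators, for repair genes, for EMT genes and for single genes. The genotypes gave 6251 genes past the threshold and the other 3 such splits gave 288, 335 and 581. None of the 9 other splits gave more than 581 genes, or more than 6 with an adjusted p at or under 0.05, against 5146. The smallest share that 4 splits allow is 1 of 4, so a count of splits by itself cannot tell these results apart from a chance split of 3 libraries against 3, however far apart the counts are. A split into female and male libraries gave 335 genes, and both genotypes (2) held libraries of both sexes.

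With every library thinned to the smallest number of reads, 6210 genes passed the threshold. The larger Spearman correlation across genes of the log2 fold change with GC content or transcript length was -0.0633, over the 87.9% of tested genes with a transcript, and genes are not independent replicates.

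Skeletal muscle markers were higher in 3 of 3 mutant-labelled libraries (median 2.61, adjusted p = 0.00295) and chondrocyte markers lower (adjusted p = 0.00295), with *Col2a1* at -5.88 and *Acan* at -0.45. Muscle and cartilage carried over in the dissection may therefore contribute to the genes past the threshold. For cartilage this rests on the fall of the markers alone, which cannot tell it from another origin. The chondrocyte medians, relative to the control mean, were 0.02, -0.45 and 0.27 in control replicates 1, 2 and 3. In mutant replicates 1, 2 and 3 they were -1.80, -1.42 and -1.62, a narrower spread than that of the muscle markers. Of the genes higher in mutant-labelled libraries, 3.41% had a 4-fold range over the mutant-labelled libraries in the order of the muscle markers, that is 31.3% of the 390 with such a range, where chance gives 16.7%. The 4 muscle genes of Fig. 5g followed this order in at least 14 of 15 pairs of libraries. In 9 of these pairs the libraries differ in genotype, and any gene that is higher in every mutant-labelled library has this order there. In the 6 pairs within a genotype, *Tnni2* and *Myf6* followed the order in 6 and *Ankrd2* and *Mylk2* in 5, so carried-over muscle may contribute to their place there.

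Over the leukocyte, macrophage and lymphocyte sets the smallest adjusted p was 0.378, with mixed changes of single markers. Of 12 macrophage markers, 2 passed the threshold as higher and 4 as lower, and 3 of 9 lymphocyte and 2 of 8 leukocyte markers passed as higher. Fewer Schwann cells would lower genes of the lineage as much as myelin genes, whose median was -3.40. *S100b* fell by nearly as much (-3.07) and *Erbb3* by less (-1.55), while *Sox10* was at -0.71, the median of the 5 lineage genes tested, *Foxd3* at -0.38 and *Cdh19* at 0.13. The whole set of 8 Schwann cell identity genes had a median of -1.56 (adjusted p = 0.000419, lower in 3 of 3 mutant-labelled libraries), with 7 lower and 5 past the threshold. A few genes taking most of the reads would move the myelin median, which was -3.23 under the scaling that brought it closest to 0.

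*Mbp* and other myelin genes were graded among the mutant-labelled libraries. The median log2 value of interferon-stimulated genes was higher in mutant replicate 1 than in mutant replicate 2, by 0.55. Secreted interferon would raise these genes in undeleted cells too, so the grading cannot be told apart from undeleted Schwann cells in mutant replicate 1. If dilution by other tissue in mutant replicate 2 were the cause, *Sox10* would change as the myelin genes do, and its ratio between these libraries was 1.57, against a median of 4.43 for myelin genes.

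Interferon-stimulated genes were raised in control replicate 2. Reads spilling over from the mutant-labelled libraries would raise all of their high genes there, and the median excess was 0.545% of the mutant mean for 21 other genes, against 2.76% for 15 interferon-stimulated genes.

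Erythrocyte markers were lower in mutant-labelled libraries (median -3.02, adjusted p = 7.81e-05, lower in 3 of 3). *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* have near-identical copies, while *Alas2* and *Slc4a1* do not and had changes of -3.38 and -2.88. Fewer blood vessels would lower endothelial markers, whose median was 0.50. Adipocyte markers differed between libraries, and 5 of the 8 followed their common order in 14 of 15 pairs of libraries, 2 in 12 and *Plin4* in 10.

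*Adar* was higher in the libraries labelled mutant. Swapped labels would turn the directions of other genes, and 39 of 39 genes had the direction of the paper's RT-qPCR ratios. These ratios come from Figs. 4f, 5b and 6b. The paper gives at least 4 control and 4 mutant mice for Figs. 5b and 6b, more than the 3 libraries of a genotype, so some of these mice were others. For Fig. 4f it gives 3 mutant mice, so the mutants of that figure may be the sequenced ones. The median absolute difference from these ratios on the log2 scale was 0.53, and 26 genes were within 1. The largest differences were those of *Ifit1* (5.25) and *Mx1* (3.75), both of the interferon signature and both with a larger change here. Induction of *Adar* by the interferon response may account for the rise, and the value of control replicate 2, where interferon-stimulated genes were raised, was 1.51 times the mean of the other controls, which cannot separate this from the spread of the controls.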
